# Deciphering the divergent transcriptomic landscapes of cervical cancer cells grown in 3D and 2D cell culture systems

**DOI:** 10.3389/fcell.2024.1413882

**Published:** 2024-08-13

**Authors:** Roshan Kumar, Marissa Iden, Shirng-Wern Tsaih, Rachel Schmidt, Akinyemi I. Ojesina, Janet S. Rader

**Keywords:** cervical cancer, SiHa cell line, 3 dimensional, 2 dimensional, HPV

## Abstract

Cervical cancer remains a significant health challenge for women worldwide, with a disproportionate impact on developing regions like sub-Saharan Africa. Taking advantage of recent advancements in developing suitable preclinical models to study cell proliferation, differentiation, and gene expression, we used RNA sequencing to compare the transcriptomic profiles of SiHa cervical cancer cells grown in 3D versus 2D culture systems. Pathway analysis of 3D cultures revealed upregulation of immune activation, angiogenesis, and tissue remodeling pathways. The high expression of cytokines, chemokines, matrix metalloproteinases, and immediate early genes, suggests that 3D cultures replicate the tumor microenvironment better than 2D monolayer cultures. HPV gene expression analysis further demonstrated higher expression levels of HPV16 *E1*, *E2*, *E6*, and *E7* genes in 3D versus 2D cultures. Further, by using a set of linear models, we identified 79 significantly differentially expressed genes in 3D culture compared to 2D culture conditions, independent of HPV16 viral gene effects. We subsequently validated five of these genes at the protein level in both the SiHa cell line and a newly developed, patient-derived cervical cancer cell line. In addition, correlation analysis identified 26 human genes positively correlated with viral genes across 2D and 3D culture conditions. The top five 3D versus 2D differentially expressed and HPV-correlated genes were validated via qRT-PCR in our patient derived cell line. Altogether, these findings suggest that 3D cultures provide superior model systems to explore mechanisms of immune evasion, cancer progression and antiviral therapeutics.

## Introduction

Simple, large scale *in vitro* cell culture systems are critical for developing and testing new therapeutics for invasive cervical cancer (ICC). A major barrier in researching ICC therapeutic targets has been the lack of appropriate, yet simple, preclinical models that better recapitulate *in vivo* cell to cell contacts of the solid tumor. Our understanding of the development, progression, and treatment of ICC has been significantly advanced via use of model systems, especially immortalized cell lines (zur Hausen, 2002; Pinto et al., 2020; Iden et al., 2021). While reproducible, traditional two-dimensional (2D) cell cultures fail to mimic the complex tumor architecture and interactions found *in vivo* (Kapalczynska et al., 2018; Fontoura et al., 2020). These interactions are vital for mimicking *in vivo* tumor growth; influencing processes like cell proliferation, differentiation, and expression of genes and proteins important for cancer progression (Fontoura et al., 2020; Shi et al., 2022).

In recent years, three-dimensional (3D) spheroid and organoid cultures have emerged as promising *in vitro* model systems for screening anti-cancer drugs against different cancer types (Melissaridou et al., 2019; Fontoura et al., 2020; Jensen and Teng, 2020; Pinto et al., 2020; Shi et al., 2022; Bromma et al., 2023). Spheroid cultures exhibit several features that more closely mimic avascular tumor nodules, including 3D architecture, extensive cell-cell interactions, diffusion barriers leading to spatial heterogeneity in nutrient and oxygen levels, as well as regions of quiescence and hypoxia, and metabolic heterogeneity - all of which better recapitulate the tumor microenvironment (TME) of solid tumors compared to conventional 2D monolayer cultures (Duval et al., 2017; Kapalczynska et al., 2018; Fontoura et al., 2020). These attributes confer enhanced resistance to many anti-cancer drugs compared to 2D monolayer cultures, thus allowing for studies of processes such as proliferation, invasion, angiogenesis, and drug response in a context better reflecting the human tumor (Kapalczynska et al., 2018; Melissaridou et al., 2019; Tanaka et al., 2021).

Here, we characterized transcriptomes from HPV16^+^ SiHa cervical cancer cells grown in a 3D, non-scaffold, spheroid culture system and conventional 2D monolayer culture. Differential gene expression analysis revealed upregulation of genes associated with immune activation and inflammation in the 3D system. Likewise, genes linked to tissue development and cell differentiation were downregulated in the 3D system. Interestingly, we observed higher HPV16 gene expression in 3D versus 2D cultures and subsequently identified a set of host genes positively correlated with HPV viral gene expression. We also identified a distinct group of differentially expressed genes in 3D cultures which were independent of viral gene expression. The expression pattern of genes highlighted in the 3D model recapitulated an inflammatory TME phenotype and viral oncogene expression closely mimicking the complex biology of the *in vivo* tumor niche. Finally, these findings were validated at the mRNA and protein level in a novel, patient-derived cervical cancer cell line.

## Materials and methods

### Cell culture

The SiHa cervical cancer cell line was obtained from the American Type Culture Collection (ATCC; HTB35™) and maintained in Dulbecco’s Minimum Essential Medium (DMEM, ThermoFisher) with 10% Fetal Bovine Serum (FBS, Omega Scientific). MCW-3 is a HPV45^+^, patient-derived cervical cancer cell line generated in our laboratory using standard techniques. Briefly, the patient tumor was washed in 1X PBS and minced into smaller pieces that were further dissociated by incubating in KSFM (Invitrogen, ThermoFisher) containing 2.0 units/mL dispase (Fisher Scientific), 3X gentamicin (ThermoFisher), 3X penicillin/streptomycin (ThermoFisher), and 1X fungizone (ThermoFisher) overnight at 4°C. The following day, tumor pieces were placed in KSFM containing 0.25% Trypsin-EDTA (ThermoFisher) and digested on ice for 30 min with occasional agitation. Next, tumor pieces in KSFM/Trypsin-EDTA were incubated at 37°C for 10 min, followed by addition of 3 mL FBS and centrifugation at 500 RPM for 5 min. After centrifugation, the supernatant was carefully removed, and cells were resuspended and plated at high density in F-medium (3:1 [v/v] F-12 [Ham]-DMEM (Invitrogen, ThermoFisher), 5% FBS, 0.4 μg/mL hydrocortisone (Millipore Sigma), 5 μg/mL insulin (Millipore Sigma), 8.4 ng/mL cholera toxin (Millipore Sigma), 10 ng/mL EGF (R&D Systems), 24 μg/mL adenine (Millipore Sigma), 100 U/mL penicillin, and 100 μg/mL streptomycin) containing 10 µM ROCK inhibitor, Y-27632 (Selleck Chemicals). Cells were slowly transitioned into F-media without ROCK inhibitor after 10 passages. All cultures were kept at 37°C in a high-humidity environment with a gas mixture consisting of 95% air and 5% CO_2_. Cell line authenticity was verified through STR profiling (ATCC), and cells were regularly checked for *mycoplasma* using the MycoStrip™ detection kit (InvivoGen). Cell harvesting was performed using a 0.25% Trypsin-EDTA solution and cell counting carried out using the Countess-3 Automated Cell Counter (Invitrogen) according to the manufacturer’s protocol.

All SiHa cells were cultured in DMEM supplemented with 10% FBS, whereas MCW-3 cells were cultured in F-media without ROCK inhibitor, as described above. For 2D culture experiments, 5 mL (2 x 10^5^ cells/mL) of SiHa or MCW-3 cells were seeded into 10 cm dishes, then overlayed with an additional 5 mL of their respective growth media. For 3D cultures, 5,000 cells were seeded in each well of a 96-well Nunclon Sphera, U-bottom plate (ThermoFisher), then centrifuged at 70 × g for 5 min before placing in the incubator. Media replacement was performed every 2–3 days, and spheroid formation was monitored for 7–9 days.

### RNA extraction, sequencing, and analysis

The 2D monolayer cultures for SiHa included three distinct cell passages, with 2 replicates per passage. The 2D biological replicates were generated in 2 separate batches: passage 1 replicates (2D_P1_R1, 2D_P1_R2) in Batch 1 and passage 2 and 3 replicates (2D_P2_R1, 2D_P2_R2, 2D_P3_R1, 2D_P3_R2) in Batch 2 (Supplementary Figure S1). For 3D spheroid SiHa cultures, 3 biological replicate samples were generated (3D_R1, 3D_R2, 3D_R3) separately. Total RNA was extracted using the PureLink™ RNA Mini Kit (ThermoFisher) as per manufacturer’s protocol, including on-column DNase treatment. The purity and concentration of isolated total RNA was assessed using the NanoDrop^®^ ND-1000 spectrophotometer (ThermoFisher). RNA was shipped overnight on dry ice to Novogene Co., LTD. (Sacramento, CA) for library preparation and 150 bp, paired-end RNA sequencing on the Illumina NovaSeq 6000.

Raw sequencing reads were evaluated for quality control using FastQC v0.11.9 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Metrics assessed included adapter content, read length distribution, and per-base sequence quality scores. A hybrid human-virus reference genome was created by concatenating the human primary assembly (GRCh38) with HPV16 (NC_001526.4) and HPV45 (X74479.1) genome assemblies. Reads were aligned to the custom, hybrid human-virus reference genome using the STAR v2.7.10b aligner (Dobin et al., 2013). Transcript/gene-level expression abundance was quantified from aligned reads using RSEM v1.3.3 (Li and Dewey, 2011). Genes with raw counts >10 in at least 3 samples were considered expressed and retained for further analysis. To comprehensively assess sample similarity within the experimental design, Poisson Distance was computed using the CRAN package PoiClaClu version 1.0.2.1 (https://CRAN.R-project.org/package=PoiClaClu). Principal Component Analysis (PCA) plots were generated using rlog-transformed values to visualize group relationships.

In this study we analyzed two subsets of differentially expressed genes (DEGs). First, we examined the overall DEGs between the 3D and 2D systems using a baseline model (M1). Going beyond this overall analysis, we aimed to identify genes whose expression differences between 3D and 2D conditions were consistent and unaffected by the expression of HPV16 viral genes. For all the subsets, DE analysis was performed using the Bioconductor package DESeq2 version 1.36.0 (Love et al., 2014) to compute log_2_FoldChange (L2FC) and False Discovery Rate (FDR) adjusted *P*-values (*P-adj*). Statistical significance was determined at an FDR threshold of 0.05.

### Functional analysis

To analyze functional attributes of DEGs, we selected genes with absolute |L2FC| ≥ 1.5 and *p-adj* < 0.05 as statistically significant. Unless stated otherwise, all genes included in the subsequent analyses were selected based on these criteria. Pathway analysis and construction of a protein-protein interaction (PPI) network were then performed on selected DEGs using Ingenuity Pathway Analysis software (IPA; QIAGEN). Pathways or networks with an absolute *Z*-score ≥ 2 and *p-adj* < 0.05 were considered significant.

GO enrichment analysis for baseline model (M1) was conducted using the Bioconductor package DOSE version 3.22.0 (Yu et al., 2015). We applied the Benjamini-Hochberg (BH) method for multiple-testing correction. Pathways with adjusted *p*-value < 0.05 were considered significant. To assess the similarity between enriched terms, pairwise term similarity was calculated, and results visualized as an enrichment map (emapplot; https://bioconductor.riken.jp/packages/3.6/bioc/html/clusterProfiler.html).

### Identifying genes specific to 3D versus 2D culture conditions

To identify these genes, a series of linear models were fitted to analyze differential gene expression patterns between 3D and 2D culture conditions. Initially, model 1 (M1), which considered only culture condition, was used and DE analysis was performed using DESeq2 version 1.36.0 (Love et al., 2014), yielding baseline expression differences attributable to the 3D vs. 2D conditions. Subsequently, four additional models (Models 2–5) were fitted, each incorporating the “culture condition” factor alongside the normalized expression of a specific HPV16 viral gene (*E6*, *E7*, *E2*, or *E1*) as covariates. This approach was used to identify potential modulatory effects of individual HPV16 viral genes on the DE patterns observed in M1. Genes consistently identified as DE across M1, and all subsequent models (Models 2–5), represent a set likely influenced primarily by the 3D-2D culture condition independent of HPV16 viral gene expression. A heatmap was plotted for all those genes exhibiting absolute |L2FC| ≥ 1.5 and *p-adj* < 0.05. The functional analysis for this set of genes was performed using IPA, following the methodology described in the preceding section.

### Analysis of HPV gene expression patterns

HPV genes with RSEM expected counts ≤10 in fewer than 3 samples were filtered out, leaving only *E1, E2, E6* and *E7*. Hierarchical clustering of a combined matrix of human and HPV genes was performed to identify groups of genes with similar expression patterns across samples. RSEM count was log transformed and clustered using Pearson correlation and average linkage method. Initial clustering was performed by generating multiple numbers of clusters while aiming to achieve a higher level of clustering resolution among HPV genes. The process involved incrementing the number of clusters to the point at which one or more of the HPV genes began to segregate from a singular cluster. Upon setting the number of clusters to *k* = 157, the genes *E1*, *E2*, *E6*, and *E7* remained grouped within a single cluster (designated as cluster 6; Supplementary Table S1A). *E7* formed an individual cluster, distinct from *E1*, *E2*, and *E6* when the cluster count increased to 158. Pearson correlation matrix was generated using the clustered genes including the HPV genes, to visualize consensus gene expression patterns.

We also curated a comprehensive list of genes encoding proteins reported to interact with *E1* (Castro-Munoz et al., 2019), *E2* (Muller and Demeret, 2012), *E6* (White et al., 2012) and/or *E7* (Fischer et al., 2017; Supplementary Table S1B). Genes from unsupervised clustering (Supplementary Table S1A) were compared to the curated list of reported HPV-interacting genes from the literature (Supplementary Table S1B). The common twenty-six genes on both lists were visualized using box plots to show distribution of expression and bar plots for comparison of L2FC between genes.

### Quantitative real time PCR

RNA was extracted from MCW-3 cells as described above for RNAseq. cDNA was synthesized using the High-Capacity RNA-to-cDNA Kit (Applied Biosystems), as per manufacturer’s instructions. Expression was assessed using iTaq universal SYBR Green Supermix (BioRad; Hercules, CA) on a CFX Connect Real-Time PCR Detection System (BioRad). The thermal cycling program included an enzyme activation step at 95°C for 10 min, followed by 40 cycles of a 10 s denaturing step at 95°C, and a 1 min annealing/extension step at 60°C. Fluorescent intensity was measured at 60°C or 62°C at the end of each cycle. We analyzed the expressions of five human genes (*ANKZF1*, *NOS3*, S100A9, SERPINB4, and *IGFBP3*) selected from the 26 consensus genes correlated with HPV gene expression in addition to HPV45 oncogenes (*E6*, *E7*, and *E6*/*E7*). Primers for *RPS18* were used for data normalization. Primer sequences are listed in Supplementary Table S2.

### 3D and 2D protein extraction and western blotting

Cells from 2D monolayer cultures (3.6 × 10^6^) or spheroids (started from 5,000 cells; 192 spheroids pooled) were washed with 1X PBS and incubated in RIPA cell extraction buffer (ThermoFisher) supplemented with 1X Halt Protease and Phosphatase inhibitor cocktail (ThermoFisher) at −20°C overnight. The following day, protein lysates were thawed on ice and homogenized by running through a 21G needle. Undigested cellular debris was pelleted by centrifugation at 10,000 RPM for 5 min at 4°C and protein was quantified using a standard Bradford Assay (Sigma). Cell lysate (30 μg) was run on a Criterion Tris-HCl polyacrylamide gel (Bio-Rad), transferred to PVDF membranes, blocked with 1X TBS + 10% nonfat dry milk at room temperature for 1 h, and incubated with primary antibody overnight at 4°C. The following day, membranes were washed, incubated for 1 h at room temperature with HRP-conjugated goat anti-rabbit or mouse anti-rabbit IgG (Cell Signaling Technology; Danvers, MA), and developed using ECL (Life Technologies). The following primary antibodies were purchased from Cell Signaling Technology: ALPP (#8681), IL-18 (#67775), S100A9 (#72590), Claudin-1 (#13995), and Caspase-14 (#36809). Chemiluminescence was visualized using an iBright Imaging System (ThermoFisher) and visualized protein bands were quantified using the iBright imaging software.

## Results

### 3D spheroid morphology, transcriptome sequencing, and data analysis

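RNA from SiHa cells, an HPV16-positive cervical squamous carcinoma line, was compared between 3 libraries of 3D spheroids and 5 libraries of 2D monolayers. Spheroids were started from 5000 cells per well in medium with 10% serum and followed for 7 to 9 days. The authors aligned reads with STAR and estimated counts per gene with RSEM on a human genome joined with papillomavirus genomes. The table holds these estimated counts as whole numbers for 30687 genes, not scaled for depth or length. Total counts ran from 18917060 to 19937454 in 3D (median 19541970) and from 19137225 to 27625398 in 2D (median 22520865), and the totals did not separate the cultures (exact two-sided permutation test, p = 0.214). These totals are counts assigned to genes, and all values here use them, not the read numbers stated by the paper. Genes with more than 10 counts in at least 3 libraries were tested, and the 4 HPV16 genes were kept in all cases, which gave 15579 genes. Expression is given as CPM, counts scaled by library size and normalized by TMM, with the SD over 5 libraries of 2D and 3 of 3D. Log2 fold changes (L2FC) of 3D over 2D and adjusted p-values come from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With 3 libraries against 5, the smallest p that an exact permutation test allows is 0.0179. The 2D libraries are not matched here to the passages and batches named in the paper. For the 3D replicates the paper states that they were generated separately and names no batch. Batch and culture can thus not be told apart here.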

We performed RNA sequencing to evaluate the transcriptomic landscape of SiHa cervical cancer cells grown in 3D versus 2D culture conditions. The SiHa 3D spheroids exhibited an average diameter of 249.23 ± 11.4 µm (mean ± sd). A total of 6 replicate samples were originally sequenced for 2D monolayer cultures, while 3 replicate samples underwent sequencing for 3D cultures. After quality control and clustering analysis, one 2D replicate (2D_P2_R1) was excluded from comparative analysis, leaving a total of 8 samples for subsequent downstream DE analysis (n = 5 for 2D and n = 3 for 3D). On average, 3D cultures generated approximately 25,691,160 reads (±336,564), while 2D cultures produced 28,128,011 reads (±6,401,246).

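Each of the 3 libraries of 3D cultures was farther from every 2D library than from the other 3D libraries in gene expression. A Poisson dissimilarity over the 15579 tested genes ran from 10600 to 16200 across the 15 pairs of a 2D and a 3D library. Among 2D libraries it ran from 723 to 2200 over 10 pairs, and among 3D libraries from 2420 to 3080 over 3 pairs. The smallest dissimilarity between cultures was 3.43 times the largest within a culture. Complete linkage on these values, cut into a pair of clusters, gave the 2D and the 3D libraries.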

Using the Poisson distance method, we observed all 3D and 2D samples formed separate clusters (Figure 1A). 

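The first principal component of rlog values, over the 500 genes of largest variance, carried 94.3% of the variance and separated the cultures. Its scores ran from 18.4 to 26.9 in 3D libraries and from −13.8 to −12.6 in 2D libraries. The second component carried 2.11% and set 3D replicate 3, at −5.2, apart from 3D replicates 1 and 2, at 1.8 and 2.7. The third carried 1.4%, and on it the 2D libraries of 27540104 and 27625398 counts scored 2.7 and 3.2, while the other 2D libraries lay between −2.8 and −1.1. Over all genes kept by the filter the share of the first component was 81.9%.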

Principal coordinate analysis further highlighted a clear separation between 3D and 2D culture systems (Figure 1B). By integrating multiple 2D passages and sequencing them in separate batches, our experimental design was aimed to minimize batch effects and capture the underlying biological variability between 3D and 2D cultures. Out of the significant DEGs using baseline model (M1), 783 exhibited higher expression in 3D cultures (L2FC > 1.5, FDR ≤ 0.05), while 336 genes displayed lower expression in 3D versus 2D culture (L2FC < −1.5, FDR ≤ 0.05). 

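In the model with culture condition alone, 767 genes were higher and 327 lower in 3D cultures at an adjusted p of 0.05 and an absolute L2FC of 1.5 (edgeR). At any fold, 3739 genes were higher and 3853 lower. The largest changes among well-expressed genes include CA9, a carbonic anhydrase induced by hypoxia, and ALPP, the placental alkaline phosphatase. ALPP lies on chromosome 2 from 232378724 to 232382889 and went from 568 ± 56.7 CPM in 2D to 34.8 ± 0.0603 CPM in 3D. The contractile gene MYL9 went from 10.8 ± 2.82 to 0.25 ± 0.249 CPM (0.126 without 3D replicate 1). CCN2, a matricellular protein gene, went from 16.8 ± 4.88 to 1.6 ± 0.386 CPM. For 7209 genes, 46.3% of those tested, the 3D and 2D libraries did not overlap, where chance gives 3.57%. Of the 783 genes in the paper's sheet of upregulated genes, 757 were higher here at the same limits.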

Figure 1C illustrates the number of genes that exhibited significantly higher or lower expression in 3D cultures at various L2FC thresholds. 

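The numbers fell with the fold limit in both directions. At an absolute L2FC of 2, edgeR called 479 genes higher and 184 lower in 3D, and at 3 it called 230 and 64. At 4 the numbers were 130 higher and 30 lower. Genes higher in 3D outnumbered those lower in 3D at each limit from 1 to 5, with 1369 against 640 at 1, while without a limit the lower genes were slightly more numerous. The larger limits rest on all 3 of the 3D libraries. Without 3D replicate 1, 2 or 3 edgeR called 147, 116 and 153 genes higher at a limit of 3, and 65, 55 and 74 at a limit of 4. A gene silent in 2D then has at most 2 libraries of 3D and cannot pass the filter on low counts. The genes called lower at a limit of 4 rose from 30 to 47, 34 and 46, a rise whose cause was not tested.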

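At an absolute L2FC of 5, edgeR called 66 genes higher and 20 lower in 3D. Among the 66 were the carbonic anhydrase CA12, at 2.68 ± 0.39 CPM in 2D and 184 ± 77.7 CPM in 3D, and the vascular peptide gene APLN, at 0.388 ± 0.121 and 34.4 ± 9.38 CPM. The 3D and 2D libraries did not overlap for any of the 66. Of the 20 lower genes, 18 had no count in any 3D library, and 7 had overlapping libraries. Of the 66 higher genes, 4 had no count in 2D and 13 had 1 to 3 counts there, so the size of these changes rests on the floor of detection. Without 3D replicate 1, 2 or 3 the counts were 24, 15 and 27 higher and 36, 22 and 30 lower. Genes silent in 2D could then not pass the filter, and the cause of the rise in lower genes was not tested.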

Even with a L2FC cutoff of ±5, we observed a total of 70 significantly upregulated genes and 19 significantly downregulated genes in 3D cultures. 

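The genes with the largest increase in 3D encode a hypoxia-induced enzyme, an epidermal caspase, secreted receptors and acute phase proteins. CA9 (carbonic anhydrase 9, chromosome 9 from 35673918 to 35681159) rose from 0.0816 ± 0.0475 CPM in 2D to 206 ± 47.5 CPM in 3D, an L2FC of 11.28 (SE 0.23, adjusted p = 1.53e-10, edgeR). CASP14 (caspase 14, chromosome 19 from 15049480 to 15058293) rose from 0.414 ± 0.162 to 794 ± 266 CPM, an L2FC of 10.87 (SE 0.27, adjusted p = 4.23e-10). TNFRSF6B, a decoy receptor, had no count in 2D and 682 counts in 3D, at least 460-fold higher against a floor of 3 counts over the 2D libraries. The gap junction gene GJB2 had an L2FC of 8.87 (SE 0.52), the scavenger receptor gene DMBT1 of 8.74 (SE 0.53, with a 3D mean of 24.4 CPM and of 15.6 CPM without 3D replicate 2), the kisspeptin receptor KISS1R of 8.43 (SE 0.37) and haptoglobin (HP) of 8.43 (SE 0.46). With 1 to 3 counts in 2D, TREM1 was 686-fold higher in 3D (exact 95% counting interval 122 to 27200), ceruloplasmin (CP) 316-fold (108 to 1540) and HLA-DQA1 273-fold (48.2 to 10900). Without the 1 library of 2D that holds the count, the values are bounds, at least 191-fold for TREM1 and at least 75.8-fold for HLA-DQA1, and without the 2D library of 27540104 counts the 2D mean of CP went from 0.0216 to 0.00892 CPM. Each of these 10 genes was higher in every 3D library than in every 2D library. Intervals and floors cover counting error only.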

The top 10 significantly upregulated genes and their (respective L2FC) in SiHa 3D cell cultures were: *CA9* (11.39), *CASP14* (10.90), *TNFRSF6B* (10.56), *TREM1* (8.97), *DMBT1* (8.89), *GJB2* (8.85), *KISS1R* (8.56), *HP* (8.53), *CP* (8.35), and *HLA-DQA1* (7.64; Figure 1D; Supplementary Table S3). Likewise, the top 10 significantly downregulated genes in the 3D condition were *CXCR5* (−8.59), *ANO2* (−8.19), AC002094.1 (−8.09), AC022966.1 (−7.97), *PVRIG2P* (−7.65), *PSG6* (−7.03), *RFPL4A* (−6.92), *PSG5* (−6.77), *OLFML1* (−6.73), and AC011500.3 (−6.65; Figure 1D; Supplementary Table S3).

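All 10 of these genes had no count in the 3D libraries, so each change is a lower bound against a floor of 3 counts over the 3D libraries. The chloride channel gene ANO2 had 324 counts over the 2D libraries and was at least 53.4-fold lower in 3D. The chemokine receptor CXCR5 had 390 counts and was at least 64.3-fold lower (at least 35.8-fold without the 2D library of 19694473 counts), AC002094.1 at least 51.7-fold and AC022966.1 at least 42.2-fold. The pseudogene PVRIG2P was at least 38.4-fold lower, RFPL4A at least 21.8-fold, OLFML1 at least 20.9-fold and AC011500.3 at least 18.8-fold. Adjusted p-values from edgeR ran from 3.22e-06 for ANO2 to 0.0115 for CXCR5. The libraries overlapped for CXCR5, AC002094.1 and AC011500.3 (exact two-sided permutation p of 0.125, 0.0893 and 0.107).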

**FIGURE 1:**
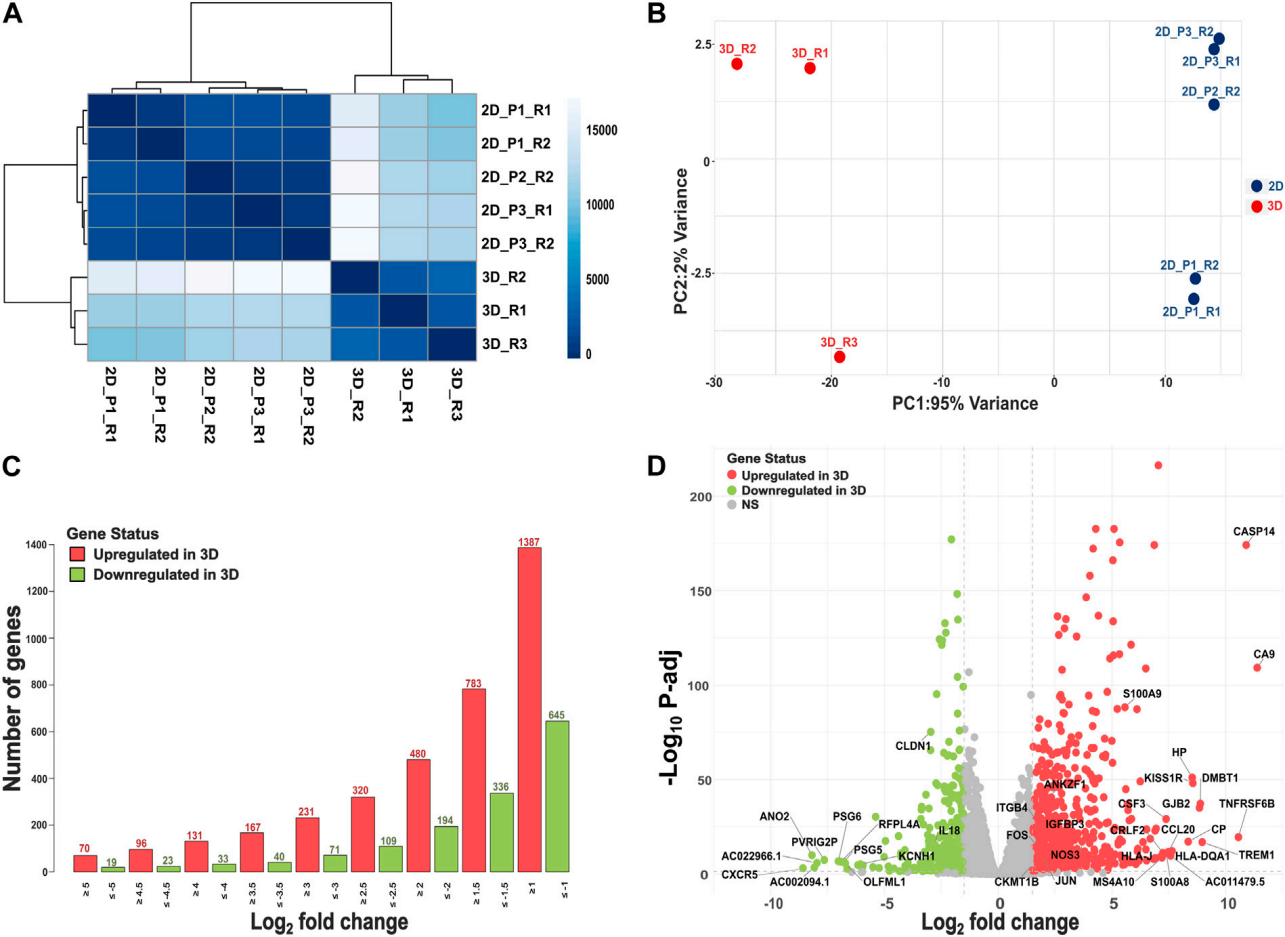
Overview of RNAseq analysis. **(A)** A heatmap depicting similarities and dissimilarities between samples, calculated using the Poisson distance method. **(B)** PCA plot illustrating group differences, with data transformed using the rlog method. **(C)** Depiction of the number of DEGs, both upregulated (L2FC > 1.5, FDR ≤ 0.05) and downregulated (L2FC < −1.5, FDR ≤ 0.05), at different log2 fold change values. **(D)** Volcano plot showing results of DE analysis in 3D versus 2D culture conditions.

### Functional analysis

Ingenuity Pathway Analysis on overall significant DEGs in 3D versus 2D SiHa cultures identified upregulation of pathogen-induced cytokine storm and wound healing pathways in 3D systems (Supplementary Figure S2). These pathways shared several DEGs, including cytokines (*IL1B*, *IL1A*, *IL11*, *IL33*, *CXCL8*, *TNFSF10,* and *TNFSF14*), collagenases (*COL13A1* and *COL27A1*), TNF receptor (*TNFRSF1B*) and transcription factors (*FOS* and *JUN*). 

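All 12 of these genes were higher in 3D at an adjusted p under 0.05 (edgeR), with a median L2FC of 2.37, and all 12 when adjusted over the list alone. Camera, a test of a list against all other genes, gave an adjusted p = 2.84e-11, and adjusted p = 0.0287 with an estimated correlation. The paper chose them on these samples, so the count is not independent evidence of direction. IL33, an alarmin cytokine, rose from 0.0552 ± 0.0577 CPM (0.0308 without the 2D library of 19694473 counts) to 6.14 ± 2.05 CPM (L2FC 6.74, SE 0.45). IL1A rose from 1.43 ± 0.58 to 23.6 ± 8.63 CPM and IL1B from 2.37 ± 1.11 to 19.3 ± 1.56 CPM. The chemokine CXCL8 had an L2FC of 4.42 (SE 0.28, adjusted p = 3.01e-07) and the collagen gene COL13A1 of 4.19 (SE 0.52). IL11, TNFSF14, JUN, TNFSF10, FOS and COL27A1 had L2FC between 1.69 and 2.41. TNFRSF1B, a TNF receptor, had an L2FC of 1.60 (SE 0.42, adjusted p = 0.00766), and of 1.16 with adjusted p = 0.0509 without 3D replicate 3 (0.000739 to 0.0509 over all settings tried).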

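The class II genes of the major histocompatibility complex (MHC), which present peptides to T cells, rose together in 3D. Of the 21 genes the paper names for the cytokine storm pathway, 20 were tested and all 20 were higher (edgeR, median L2FC 4.05), a list chosen on these samples. Its camera test gave an adjusted p = 0.00262 with an estimated correlation. Of 11 tested class II genes, including the transactivator CIITA and the invariant chain CD74, all 11 were higher at an adjusted p under 0.05 and all 11 when adjusted over the list alone (median L2FC 4.12). HLA-DRA, on chromosome 6 from 32439878 to 32445046, went from 1.87 ± 0.894 to 33.5 ± 5.18 CPM, and CD74 from 2.29 ± 1.2 to 62.1 ± 4.68 CPM. HLA-DPB1 had an L2FC of 3.97 (SE 0.34), HLA-DMA of 2.42 (SE 0.32) and HLA-DMB of 1.86 (SE 0.33). Among chemokines, CXCL1 rose from 1.27 ± 0.563 to 34.1 ± 3.29 CPM, and CXCL3, CXCL10 and CXCL2 had L2FC of 3.98, 4.25 and 3.15. CCL20 had 1 count in 2D and 122 in 3D, a ratio of 247 (exact 95% counting interval 43.5 to 9830), and at least 66.6-fold higher without the 2D library of 22520865 counts. The collagen genes COL6A2 and COL6A1 had L2FC of 4.16 (SE 0.21) and 2.40 (SE 0.16), and COL9A3 of 1.70 (SE 0.47, adjusted p = 0.0109, edgeR). Against the 2D libraries of 27540104 and 27625398 counts alone, a comparison chosen after seeing the data, COL9A3 had an L2FC of 1.01 with adjusted p = 0.113 (0.00128 to 0.113 over all settings tried). COL9A2, at 33 counts in 2D and 57 in 3D, did not pass the filter on low counts. PTPRC (CD45), which white blood cells express, had no count in any 3D library. Reads of HLA genes with near-identical sequence could have been split between them in the counting.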

The pathogen-induced cytokine storm pathway also exhibited increased expression of various cytokines (*IL17C*, *CCL20*, *CCL28*, *CSF2*), chemokines (*CXCL1*, *CXCL2*, *CXCL3*, *CXCL10*), collagenases (*COL6A1*, *COL6A2*, *COL7A1*, *COL9A2*, *COL9A3*), and HLA receptor components (*HLA-DMA*, *HLA-DMB*, *HLA-DPA1*, *HLA-DPB1*, *HLA-DQA1*, *HLA-DRA*, *HLA-DRB1*, *HLA-DRB5*). Additionally, the wound healing signaling pathway showed increased expression of numerous other cytokines and growth factors, including *IL17C*, *CSF2*, *LIF*, *PDGFB*, and *VEGFA*. 

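The 8 genes the paper names for the wound healing pathway were all higher in 3D (edgeR, median L2FC 3.52), a list chosen on these samples. VEGFA, the main endothelial growth factor, rose from 239 ± 29.4 CPM in 2D to 1790 ± 279 CPM in 3D, an L2FC of 2.91 (SE 0.12, adjusted p = 1.06e-08). The cytokine LIF rose from 15.7 ± 2.16 to 64.5 ± 29 CPM and IL17C from 0.173 ± 0.121 to 2.06 ± 0.189 CPM. PDGFB had an L2FC of 3.58 (SE 0.51), with a wide spread among 3D libraries (13.2 ± 12.9 CPM), and of 2.43 without 3D replicate 2. CSF2 had 2 counts in 2D and 118 in 3D, a ratio of 119 (exact 95% counting interval 32.3 to 997), with 76 of the 118 in 3D replicate 2, without which the 3D mean of CSF2 went from 2.11 to 1.05 CPM. Without the 2D library of 19137225 counts or of 19694473 counts its 2D mean went from 0.0205 to 0.0127 or 0.0128 CPM. As a set against all other genes, camera gave an adjusted p = 2.02e-08, and an adjusted p = 0.0546 with an estimated correlation.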

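Fibronectin (FN1), a matrix glycoprotein, rose from 123 ± 24.1 CPM in 2D to 434 ± 134 CPM in 3D (L2FC 1.82, SE 0.19, adjusted p = 1.35e-05, edgeR). The interstitial collagenase MMP1 rose from 3 ± 2.36 to 44.9 ± 30.5 CPM, and MMP10 (stromelysin 2) from 0.145 ± 0.17 to 9.44 ± 10.8 CPM. Without 3D replicate 2 the 3D means of MMP1 and MMP10 were 27.8 and 3.21 CPM, and without the 2D library of 19137225 counts the 2D means were 1.96 and 0.0782 CPM. Of 35 tested genes of collagens and basement membrane, 14 were higher, 8 were lower and 13 did not pass, and 15 and 8 when adjusted over the list alone. COL7A1 and NID1 were among the higher genes, with L2FC of 1.57 and 1.64, while COL12A1 and LAMA4 were lower, with L2FC of −1.62 and −1.53. As a set, these genes did not pass (camera, adjusted p = 0.122), but did with no filter on low counts (adjusted p = 0.0403).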

Extracellular matrix (ECM) components including various collagen genes and fibronectin (*FN1*) were induced along with matrix metalloproteases (*MMP10* and *MMP1*). Collectively, pathway analysis revealed upregulation of inflammatory mediators, growth factors, ECM components, and proteases involved in promoting proliferation, migration, angiogenesis, tissue remodeling, and wound healing in 3D cultures.

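Of 15 tested acute phase and complement genes, 14 were higher in 3D and none was lower (edgeR, median L2FC 3.20; none either at an unadjusted p under 0.05 or by DESeq2), and 14 when adjusted over the list alone. Complement factor B (CFB) rose from 13.3 ± 2.82 to 218 ± 24.5 CPM, and the serum amyloid gene SAA2 from 0.0653 ± 0.0568 to 1.85 ± 0.626 CPM. Without 3D replicate 2, which leaves fewer of these genes past the filter, their median L2FC was 1.99. Of 20 targets of NF-κB, 18 were higher, among them the feedback inhibitor TNFAIP3 (L2FC 2.49), SOD2 (L2FC 2.76) and BIRC3 (L2FC 2.75). Of 29 cytokine and chemokine genes, 19 were higher and 3 lower (median L2FC 2.04, and 0.89 to 1.24 without 1 of the 3D replicates). Of 15 genes of MHC class I presentation, 7 were higher and 2 lower, with HLA-B at an L2FC of 1.89, and of 40 interferon-stimulated genes 14 were higher and 2 lower. The counts of these 4 lists were the same when adjusted over the list alone. Camera gave an adjusted p = 3.08e-14 for the acute phase genes (0.0152 as the adjusted p with an estimated correlation) and 1.78e-13 for NF-κB targets (adjusted p = 0.0546 with an estimated correlation). For cytokines and chemokines the adjusted p was 8.56e-10, and adjusted p = 0.0299 with an estimated correlation. The calls of class I presentation (adjusted p = 0.0414) and of interferon-stimulated genes (adjusted p = 0.0197) were lost with an estimated correlation (adjusted p = 0.564 and adjusted p = 0.646). The former was also lost without 3D replicate 3 (adjusted p = 0.18) or the 2D library of 19137225, 19694473 or 22520865 counts (0.0585 to 0.0638). The latter was also lost without 3D replicate 2 or 3 (adjusted p of 0.0636 and 0.0697). Against only the 2D libraries of 27540104 and 27625398 counts, chosen after seeing the data, both were lost (camera, adjusted p of 0.203 and 0.546). The median L2FC of the interferon-stimulated genes was 0.11 there, against 0.37 with all libraries. Of 18 immune cell markers only 3 passed the filter on low counts, with CD14 and CD68 higher in 3D and CD8A lower. The call of CD8A was lost without any 1 library other than 3D replicate 3 and the 2D library of 19694473 counts (adjusted p of 0.0521 to 0.0805, and 0.0139 to 0.101 over all settings tried). Its L2FC was −1.67 (SE 0.60) with all libraries. Without 3D replicate 2 it was −1.11, and in the other fits without 1 library that lost the call it was −1.58 to −1.73.

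**Figure D1:**
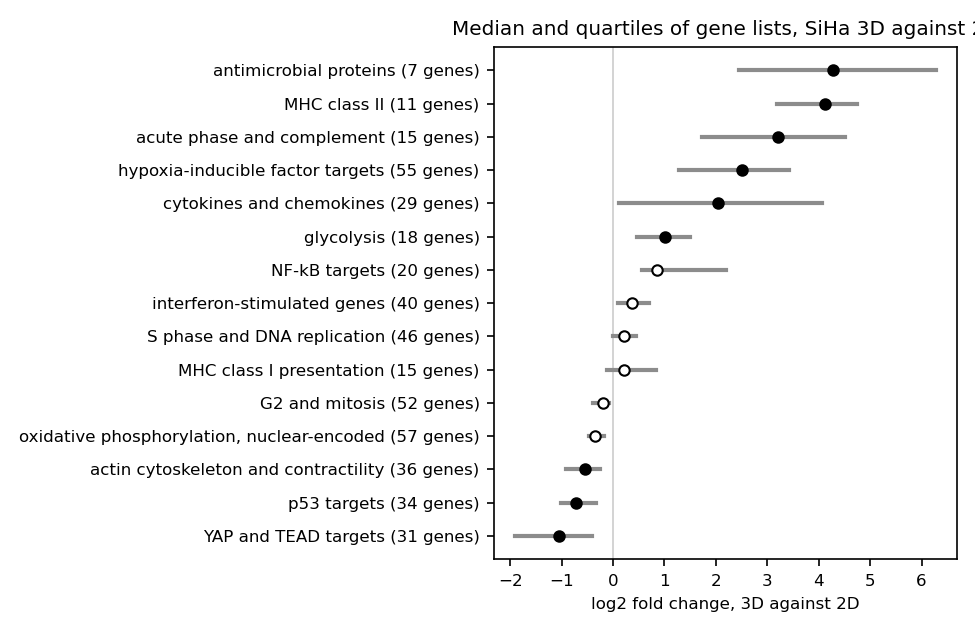
Median L2FC of 3D against 2D (points) and quartiles (bars) of 15 gene lists picked for display from the lists made from general knowledge, with the number of tested genes. Filled points mark lists with an adjusted p under 0.05 from camera with an estimated correlation. Medians run from −1.04 for YAP and TEAD targets to 4.28 for antimicrobial proteins.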

Immune activation was a hallmark of 3D cells with upregulation of multiple interconnected pathways, including macrophage classical activation, IL-17A signaling, acute phase response, antigen presentation, and TME pathways. Notably, the TME pathway exhibited increased expression of key genes such as *CSF2*, *CSF3*, *CXCL8*, and *IL1B*; matrix metalloproteinases like *MMP1*, *MMP3*, *MMP10*, and *MMP17*; and transcriptional regulators *FOS* and *JUN*. Additionally, the analysis revealed downregulation of the cell cycle mediator, *CCND1*, and upregulation of the NF-κB subunit, *RELB*. 

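Of the 15 genes the paper names for the TME pathway, 14 were higher and 1, CCND1, was lower in 3D (edgeR), a list chosen on these samples. CSF3 (G-CSF) rose from 0.0724 ± 0.0406 to 12.6 ± 9.34 CPM (7.36 without 3D replicate 2), an L2FC of 7.26 (SE 0.56, adjusted p = 1.32e-06). The membrane-type metalloproteinase MMP17 went from 3.08 ± 0.417 to 8.74 ± 2.14 CPM. MMP3 (stromelysin 1) had an L2FC of 2.06 (SE 0.55, adjusted p = 0.009) with overlapping libraries. Without 3D replicate 2 its L2FC was 1.08 with adjusted p = 0.108 (0.000518 to 0.108 over all settings tried). Camera gave the 15 genes an adjusted p = 1.78e-13, and adjusted p = 0.0546 with an estimated correlation. Of 16 tested metalloproteinases and inhibitors, 8 were higher and 3 lower, and 8 and 3 when adjusted over the list alone. As a set these did not pass (camera, adjusted p = 0.0822), and did with no filter on low counts (adjusted p = 0.0382) and without 3D replicate 1 (adjusted p = 0.0393) or the 2D library of 19137225 counts (adjusted p = 0.0328).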

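CCND1 (cyclin D1, which drives entry into S phase) went from 78.1 ± 31.5 CPM in 2D to 19.5 ± 17.2 CPM in 3D (9.85 CPM without 3D replicate 3), an L2FC of −1.99 (SE 0.51, adjusted p = 0.0072, edgeR). Against only the 2D libraries of 27540104 and 27625398 counts, chosen after seeing the data, its L2FC was −1.18 with adjusted p = 0.151 (0.000108 to 0.151 over all settings tried). RELB, a subunit of noncanonical NF-κB, rose from 10.1 ± 1.93 to 32.9 ± 8.66 CPM (L2FC 1.71, SE 0.18, adjusted p = 1.33e-05). Of 52 tested genes of G2 and mitosis, 21 were lower and 2 higher, the same as when adjusted over the list alone. Of 46 genes of S phase 29 were higher and 6 lower, and 30 and 6 when adjusted over the list alone. CDC20, an activator of anaphase, had an L2FC of −0.67, and CDT1, a replication licensing factor, of 0.78. Camera gave adjusted p of 0.00575 for G2 and mitosis and 0.00213 for S phase, and both calls were lost with an estimated correlation (adjusted p = 0.627 and adjusted p = 0.211). That of G2 and mitosis was also lost without 3D replicate 2 (adjusted p = 0.0636). It was lost too against only the 2D libraries of 27540104 and 27625398 counts, chosen after seeing the data (camera, adjusted p = 0.238). The median L2FC of G2 and mitosis was −0.10 there, against −0.20 with all libraries.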

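FGF11, an intracellular member of the fibroblast growth factor family, rose from 3.15 ± 0.779 CPM in 2D to 105 ± 28.8 CPM in 3D. This is an L2FC of 5.03 (SE 0.20, adjusted p = 1.04e-08, edgeR), and every 3D library lay above every 2D library. Each 3D library also lay above each 2D library for PDGFB and VEGFA (exact two-sided permutation test, p = 0.0179 for each).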

Further, 3 growth factors associated with the TME pathway, *FGF11*, *PDGFB*, and *VEGFA*, displayed increased expression in 3D cells. These 3D SiHa cell expression patterns clearly suggest activation of inflammatory mediators, ECM remodeling enzymes, specific transcriptional regulators, and growth factors associated with the TME pathway.

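Of 7 tested antimicrobial protein genes, 6 were higher in 3D, and 6 when adjusted over the list alone (edgeR, median L2FC 4.28). WFDC2, a whey acidic protein, rose from 10.7 ± 1.59 to 208 ± 41.9 CPM. S100A8, the partner of S100A9 in calprotectin, had 2 counts in 2D and 167 in 3D, a ratio of 169 (exact 95% counting interval 46 to 1410). Without 3D replicate 2 the 3D mean of S100A8 went from 2.95 to 1.95 CPM, and without the 2D library of 22520865 counts the 2D mean from 0.0161 to 0.00892 CPM. Lipocalin 2 (LCN2) had an L2FC of 0.49 with adjusted p = 0.284. As a set, camera gave these genes an adjusted p = 1.09e-16, and adjusted p = 0.0163 with an estimated correlation. For the MHC class II genes it gave 4.35e-19 and, with an estimated correlation, an adjusted p = 0.00687. The clade B serpins, inhibitors of peptidases, had 6 of 9 tested genes higher and 1 lower, and 6 and 2 when adjusted over the list alone. As a set they had an adjusted p = 0.0197 (camera), and adjusted p = 0.136 with an estimated correlation. This call was also lost with DESeq2 (camera, adjusted p = 0.0626). It was lost too against only the 2D libraries of 19137225, 19694473 and 22520865 counts, chosen after seeing the data (camera, adjusted p = 0.0636). SERPINB3 rose from 0.549 ± 0.687 CPM (0.272 without the 2D library of 22520865 counts) to 24.5 ± 4.38 CPM and SERPINB5 went from 112 ± 13.3 to 47.9 ± 2.17 CPM.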

Gene Ontology (GO) enrichment analysis further confirmed significant upregulation of biological processes related to immune activation and inflammation (Supplementary Figure S3; Supplementary Table S4A), including peptide antigen assembly and MHC class II complex formation, antimicrobial and antibacterial humoral responses, leukocyte adhesion, peptidase regulation, and generalized inflammatory signaling. 

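Of 18 tested angiogenic factors, 11 were higher in 3D, 4 were lower and 3 did not pass, with the same counts when adjusted over the list alone (edgeR, median L2FC 1.40). ANGPTL4, an angiopoietin-like factor, rose from 17.8 ± 1.62 to 253 ± 105 CPM. EFNA1 had an L2FC of 2.06 and ADM of 1.20. The inhibitor of angiogenesis THBS1 was lower, with an L2FC of −2.35, as were EDN1 at −1.99, PDGFA at −0.97 and FGF2 at −0.90. Camera gave an adjusted p = 7.28e-08, and adjusted p = 0.0792 with an estimated correlation.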

Angiogenesis, response to growth factor, and apoptotic signaling pathway were the top abundant biological processes in 3D cultures. Further, the GO molecular function analysis revealed 3D culture upregulation of endopeptidase and peptidase inhibitory activities, endopeptidase/peptidase regulator activities, signaling receptor activator/ligand activities, and molecular transducer/signaling receptor activities (Supplementary Figure S3; Supplementary Table S4B). Downregulated molecular functions in 3D versus 2D cultures were related to glycosaminoglycan, growth factor, and sulfur compound binding, as well as ECM structural constituents, actin binding, and structural molecule activities.

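Of 36 tested genes of the actin cytoskeleton and contractility, 28 were lower in 3D, 2 were higher and 6 did not pass, and 28 and 2 when adjusted over the list alone (edgeR, median L2FC −0.54). TAGLN (transgelin), an actin cross-linker, went from 19.8 ± 5.15 to 3.16 ± 0.71 CPM. LIMA1 went from 95.2 ± 10.6 to 23.3 ± 4.74 CPM, and the filamin gene FLNC had an L2FC of −2.20 (SE 0.51), of −2.96 without 3D replicate 3, and of −2.07 with adjusted p = 0.0605 against the 2D libraries of 27540104 and 27625398 counts alone, chosen after seeing the data (1.53e-05 to 0.0605 over all settings tried). Cytoplasmic actin ACTB had an L2FC of −0.87 and tropomyosin TPM1 of −1.89. FHL1 and TES were the higher members, with L2FC of 0.77 and 0.35. As a set, camera gave an adjusted p = 9.58e-12, and adjusted p = 0.0163 with an estimated correlation.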

Downregulation of multiple pregnancy-specific glycoproteins (PSGs) highlights a key difference between 3D and 2D SiHa cultures. PSGs are members of the immunoglobulin superfamily and produced by placental trophoblasts and dysregulated in cancer (Moore et al., 2022). The 3D culture model showed decreased expression of PSGs compared to the 2D model. 

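The PSG genes lie together on chromosome 19, from PSG1 at 42866464 to PSG9 ending at 43269530. PSG6 and PSG5 had 140 and 127 counts over the 5 libraries of 2D and none in 3D, at least 23.1-fold and 20.9-fold lower against a floor of 3 counts over the 3D libraries. PSG9 went from 1.35 ± 0.293 to 0.0831 ± 0.144 CPM, with all 5 counts of 3D in replicate 1 (L2FC −3.89, SE 0.70, adjusted p = 0.000735, edgeR) and PSG1 from 1.2 ± 0.5 to 0.147 ± 0.212 CPM, and 0.0252 without 3D replicate 2 (L2FC −3.06, SE 0.74, adjusted p = 0.00499). PSG2 had 52 counts in 2D and 1 in 3D, a ratio of 0.0389 (exact 95% counting interval 0.000966 to 0.226), and did not pass the filter on low counts. Without 3D replicate 2, which holds the 3D count, PSG2 was at least 5.91-fold lower. Without 3D replicate 1 PSG9 had no count in 3D and was at least 17.3-fold lower, against the same floor. Without 3D replicate 2 the fitted L2FC of PSG1 was −5.30, which rests on a 3D mean of 0.0252 CPM. All 4 tested members were lower, and all 4 when adjusted over the list alone. The median L2FC was −5.71, and −4.14 with PSG5 and PSG6 at their bounds. As a set, camera gave an adjusted p = 0.00544, and adjusted p = 0.0546 with an estimated correlation. PSG genes are close in sequence, so their reads could have been split in the counting.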

Five PSG genes (*PSG1*, *PSG2*, *PSG5*, *PSG6*, and *PSG9*) were significantly downregulated in 3D (L2FC ranging from −3.08 to −7.03).

### DEGs specific to culture dimension and independent of HPV

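With a viral gene as covariate beside culture condition, edgeR called 668 genes higher and 187 lower in 3D with E6 (M2), 593 and 207 with E7 (M3), and 718 and 260 with E2 (M4). With E1 (M5) it called 4 higher and 1 lower. In M5 the call was met by CA9, CASP14, the oxygen-binding protein myoglobin (MB) and AL109615.2 as higher genes, and by ALPP as the lower gene. MB was named after its values were seen. These 5 genes were also the ones called in all 5 models. The covariate was log2(CPM + 1) of the viral gene, centred. Its squared correlation with culture condition over the 8 libraries was 0.957 for E1, 0.894 for E6, 0.811 for E2 and 0.689 for E7. DESeq2, the paper's tool, called 71 genes higher and 25 lower in all 5 models. The numbers by edgeR rest on single libraries. Without 3D replicate 1 none was called, without 3D replicate 2 there were 31 higher and 7 lower, and without 3D replicate 3 there were 10 and 3. Without 1 of the 2D libraries they ran from 2 to 4 higher and from 0 to 2 lower. In simulated counts, edgeR with the E1 covariate recovered 59.1% of 66 genes changed by a log2 of 3 and 4.48% of 67 changed by 1.5. In the data many more genes changed, with 230 higher and 64 lower at a limit of 3 in M1. The simulated shares thus do not give the power of M5 in these data.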

Using a set of linear models, we identified a total of 79 DEGs in 3D versus 2D culture conditions independent of the effects of HPV16 viral gene expression (Figures 2A,B; Supplementary Table S5). Among these, 57 genes were upregulated, and 22 genes were downregulated in 3D versus 2D cultures. 

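Every gene of the paper's Table S5 was called in the same direction by edgeR in the model with culture condition alone, 57 as higher and 22 as lower in 3D. Of those called in all 5 models by DESeq2, 56 higher and 21 lower genes are in Table S5. All 5 of the genes called by edgeR in all 5 models are in it. The median standard error of the L2FC over all genes was 0.119 in M1 and 0.587 in M5 (edgeR).

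**Figure D2:**
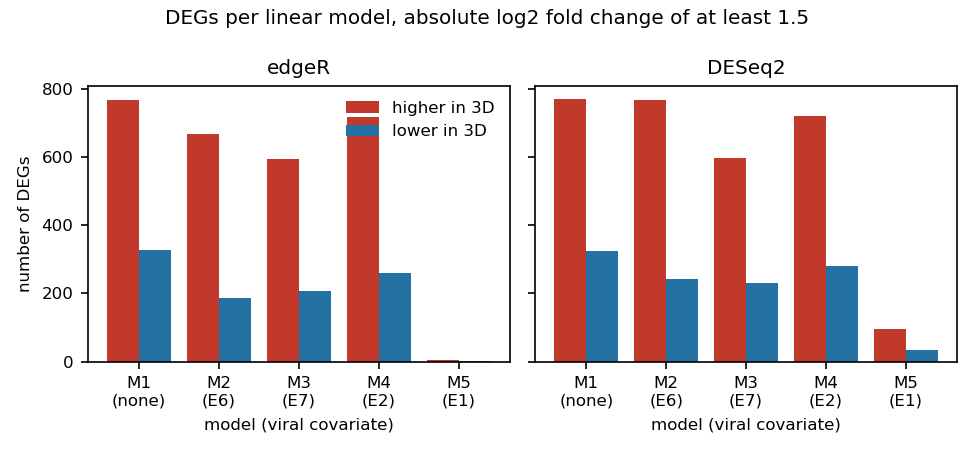
Number of genes higher (red) and lower (blue) in 3D at an adjusted p of 0.05 and an absolute L2FC of at least 1.5, for each linear model and its viral covariate, by edgeR (left) and DESeq2 (right). With the E1 covariate, edgeR called 4 and 1 genes and DESeq2 called 97 and 35.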

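In the model with the E1 covariate, CA9 had an L2FC of 11.05 (SE 1.09, adjusted p = 0.00751, edgeR) and CASP14 of 10.51 (SE 1.34, adjusted p = 0.0395). AL109615.2 had an L2FC of 10.02 (SE 0.75, adjusted p = 0.00097). ALPP had an L2FC of −3.88 (SE 0.43, adjusted p = 0.0142). Without a covariate the L2FC of CA9, CASP14, AL109615.2 and ALPP were 11.28, 10.87, 6.83 and −4.03, so that of AL109615.2 moved most. KISS1R had an L2FC of 8.81 (SE 1.83, adjusted p = 0.197) and HLA-DQB1 of 6.26 (SE 1.02, adjusted p = 0.0937), against 8.43 (SE 0.37) and 7.03 (SE 0.20) without a covariate. Among the lower genes, the actin regulator CARMIL2 (L2FC −4.56), the carboxypeptidase CPA4 (−4.67), the tight junction gene CLDN1 (−3.92) and the cytokine IL18 (−4.75) had adjusted p between 0.13 and 0.227. Without a covariate their L2FC were smaller in size, at −3.18, −3.03, −2.97 and −2.78 in the same order. With DESeq2 in the same model, adjusted p was 0.00486 for KISS1R, 0.000143 for HLA-DQB1 and 6.61e-05 for CLDN1.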

The top five upregulated genes were *CA9*, *CASP14*, *KISS1R*, *HLA-DQB1*, and AL109615, while the top five downregulated genes were A*LPP*, *CARMIL2*, *CPA4*, *CLDN1*, and *IL-18*. Of note, proinflammatory protein S100A9 was associated with 3D-2D culture conditions. 

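S100A9, a calcium-binding protein of inflammation on chromosome 1 from 153357854 to 153361023, rose from 0.414 ± 0.152 CPM in 2D to 19.5 ± 3.47 CPM in 3D. The L2FC was 5.55 in the model with culture condition alone (SE 0.21, adjusted p = 8.36e-09, edgeR). It was 5.78 with E6 as covariate, 5.27 with E7 and 5.89 with E2, each at an adjusted p under 0.05. With E1 it was 4.39 (SE 1.11, adjusted p = 0.282), and 4.43 with adjusted p = 0.0871 by DESeq2. With a linear CPM covariate, S100A9 was called in all 5 models by edgeR, so the call depends on the covariate scale chosen here.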

Pathway analysis of these DEGs revealed upregulation of immune response genes in 3D culture. 

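Genes of neutrophil degranulation and T-cell receptor signaling named by the paper were higher in 3D, as lists chosen on these samples. Of the 5 genes of neutrophil degranulation, all 5 were higher (edgeR), with an adjusted p = 2.18e-20 for the list (camera) and adjusted p = 0.00687 with an estimated correlation. The glycolytic enzyme ALDOC rose from 9.26 ± 1.63 to 101 ± 11.5 CPM, the adhesion molecule PECAM1 from 2.95 ± 0.448 to 12.6 ± 1.73 CPM and ARHGAP45 from 101 ± 11.1 to 345 ± 26.7 CPM. The peptidase inhibitor SLPI had an L2FC of 1.82 (SE 0.08). All 4 genes of T-cell receptor signaling were higher (camera, adjusted p = 8.68e-22, and adjusted p = 0.00179 with an estimated correlation), with HLA-DQB1 at 0.77 ± 0.285 CPM in 2D and 100 ± 21.2 CPM in 3D, and HLA-DRB1 at 5.16 ± 1.76 and 91.7 ± 12.1 CPM. PDK1, a kinase that inhibits pyruvate dehydrogenase, rose from 15.3 ± 1.5 to 96 ± 9.24 CPM. With the E1 covariate edgeR gave SLPI an L2FC of 2.52 (SE 0.38, adjusted p = 0.0735) and PDK1 one of 2.77 (SE 0.50, adjusted p = 0.131), so the calls ended with a larger SE and not with a smaller fold. DESeq2 called both there (adjusted p of 3.07e-06 and 0.000956).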

Notably, these included genes involved in crucial immune processes such as neutrophil degranulation (*ALDOC*, *ARHGAP45*, *PECAM1*, *S100A9*, and *SLPI*) and T-cell receptor signaling (*HLA-DQB1*, *HLA-DRA*, *HLA-DRB1*, and *PDK1*). Top predicted activated upstream regulators included dimethyl n-oxalyl-glycine (hypoxia-inducible factor-proline dioxygenase inhibitor), *HIF1A* (Hypoxia Inducible Factor 1 Subunit Alpha), cobalt chloride (hypoxia-mimetic agent), and *IOX2* (potent HIF-1α prolyl hydroxylase-2 (PHD2) inhibitor), while the inhibited upstream regulators included *EGLN1* (Egl-9 Family Hypoxia Inducible Factor 1). Activated HIF and inhibited *EGLN1* regulators suggests a more hypoxic environment in 3D spheroids which may better mimic the known hypoxic environment of HPV+related cervical cancers.

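Of 55 tested targets of hypoxia-inducible factors (HIF), 54 were higher in 3D, 1 did not pass and none was lower by edgeR, with or without adjustment of p, or by DESeq2. Adjusted over the list alone, 54 were higher (edgeR, median L2FC 2.51, quartiles 1.28 and 3.42). The microRNA host gene MIR210HG rose from 1.72 ± 0.593 to 69.7 ± 18.1 CPM. NDRG1 had an L2FC of 4.67, BNIP3, which acts in mitophagy, of 2.81, and P4HA1, a collagen hydroxylase, of 2.80. Of 18 glycolytic genes, 16 were higher and 1, PFKM, was lower, as when adjusted over the list alone. HK2 rose from 56.3 ± 9.53 to 407 ± 67.1 CPM, ENO2 from 14.8 ± 2.2 to 232 ± 81.8 CPM and the glucose transporter SLC2A1 from 204 ± 18 to 615 ± 149 CPM. Camera gave an adjusted p = 9.05e-103 for HIF targets, and adjusted p = 0.0163 with an estimated correlation. For glycolysis it gave 4.58e-18, and adjusted p = 0.0317 with an estimated correlation. HIF1A itself had an L2FC of 0.28 (SE 0.09, adjusted p = 0.0215), with adjusted p = 0.0871 without 3D replicate 1 and adjusted p = 0.0736 without 3D replicate 2 (0.00186 to 0.124 over all settings tried). EGLN1, a prolyl hydroxylase that marks HIF-1α for degradation, rose from 89.3 ± 5.64 to 215 ± 29.9 CPM. The paper's activated HIF1A and inhibited EGLN1 are regulator activities predicted by pathway analysis, not RNA levels. The RNA levels of HIF1A and EGLN1 given here do not test that prediction.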

**FIGURE 2:**
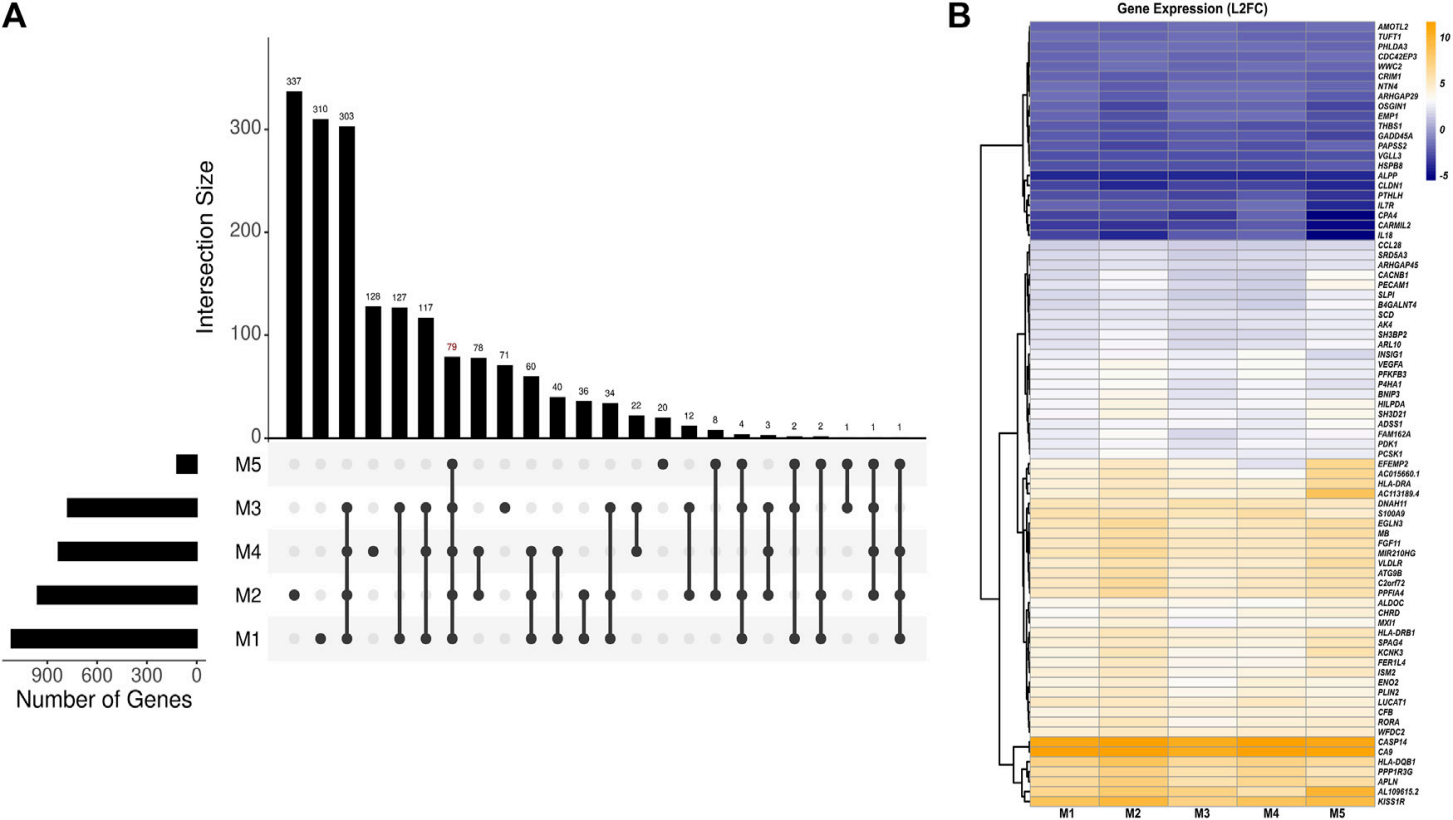
Analysis of HPV-independent DEGs in 3D versus 2D SiHa cultures. **(A)** UpSet plot depicting number of key DEGs between 3D and 2D cell culture conditions across five linear models (M1: Y ∼ culture_condition, M2: Y ∼ HPV16_E6 + culture_condition, M3: Y ∼ HPV16_E7 + culture_condition, M4: Y ∼ HPV16_E2 + culture_condition, M5: Y ∼ HPV16_E1 + culture_condition). The top panel displays the number of DEGs in various model combinations (intersections). The bottom panel summarizes the relationships among the models by highlighting shared and unique DEGs identified by each model. **(B)** Heatmap depicting 79 DEGs across models suggesting their expression changes are likely specific to the cell culture condition (M1) and independent of HPV16 viral gene expression.

### HPV and correlated host gene expression in 3D vs. 2D

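In the GRCh38 annotation, LINC00393 lies on the minus strand of chromosome 13 from 73413473 to 73661891, with 2 to 9 exons in its 10 annotated transcripts. The nearest protein-coding genes are KLF12, whose near end lies 24198 bp beyond its upper end, and KLF5, which ends 335932 bp below its lower end. KLF12 is on the minus strand, so its start is at its far end. Expression of LINC00393 was not analysed here. LINC00392, annotated on the other strand within the same interval, had 7 counts over the 2D libraries and 1 over the 3D libraries. KLF12, a transcriptional repressor, went from 6.83 ± 0.245 to 12 ± 1.5 CPM (L2FC 0.82, SE 0.12, adjusted p = 0.000144, edgeR). KLF5, an epithelial transcription factor, had an L2FC of 0.33 (SE 0.07, adjusted p = 0.00273). PIBF1 had an L2FC of 0.46 (SE 0.13, adjusted p = 0.014), and 0.41 with adjusted p = 0.0536 without 3D replicate 1 (0.00672 to 0.117 over all settings tried). MZT1, BORA and DIS3 had L2FC of −0.32, 0.04 and 0.10 with adjusted p of 0.0714, 0.838 and 0.31. MZT1 passed the test with no filter on low counts (adjusted p = 0.0297), without the 2D library of 27540104 counts (adjusted p = 0.0306) or of 27625398 counts (adjusted p = 0.0441), and against only the other 3 of 2D, chosen after seeing the data (adjusted p = 0.00683; 0.00683 to 0.728 over all settings tried). Of the 6 tested genes around the site, 3 were higher and 3 did not pass, as when adjusted over the list alone (camera, adjusted p = 0.31).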

SiHa cells harbor integrated HPV16 within 13q22, with the 3’integration site precisely located within intron 2 of the noncoding *LINC00393* gene. 

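All 4 HPV16 genes detected were higher in 3D. The replication helicase E1 went from 1.87 ± 0.556 CPM in 2D to 13 ± 2.41 CPM in 3D, an L2FC of 2.81 (SE 0.22, adjusted p = 1.42e-06, edgeR). The oncogene E6 went from 1.54 ± 0.343 to 3.9 ± 0.628 CPM (L2FC 1.35, SE 0.23, adjusted p = 0.000509). The transcriptional regulator E2 had 12 counts over the 2D libraries and 53 over the 3D libraries (L2FC 3.08, SE 0.50, adjusted p = 0.000369). The oncogene E7 had 35 and 50 counts (L2FC 1.50, SE 0.44, adjusted p = 0.0149). The libraries did not overlap for E1, E2 and E6 (exact two-sided permutation test, p = 0.0179 for each), and overlapped for E7 (p = 0.0357 by the same exact test). Without 3D replicate 2, E7 had an L2FC of 1.26 and adjusted p = 0.0612 (0.0066 to 0.0656 over all settings tried). The 4 genes together had 69 to 99 counts per 2D library and 330 to 399 per 3D library, so E2 and E7 rest on few counts.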

Our analysis revealed higher expression of HPV16 *E1*, *E2*, *E6* and *E7* genes in 3D versus 2D SiHa (Figures 3A,B). 

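Cluster 6 is the group in which the paper's hierarchical clustering placed all 4 HPV16 genes, and its table lists 1126 human genes and the 4 viral genes. Of its 1112 tested human genes, 1092 were higher in 3D (98.2%), none was lower and 20 did not pass (edgeR). None was lower at an unadjusted p under 0.05 or by DESeq2 either. Their median L2FC was 1.69, and 644 had an L2FC of at least 1.5. Over all 15575 tested human genes, 24% were higher. The genes were picked by the paper for correlation with viral genes over these same 8 libraries, in which the viral genes differ between cultures, so the direction is not independent evidence. Correlations within a culture were not computed here.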

Then, we used the Pearson correlation method to identify 1,130 human genes from cluster 6 that were highly positively correlated with HPV16 gene expression. Next, we compared these correlated genes to a literature-curated list of 610 genes known to be associated with HPV16 *E1*, *E2*, *E6* and *E7* genes (Supplementary Table S1B). We identified 26 human genes common between the two sets. 

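By name, 34 genes were in both tables as read here. They hold the 26 genes of the paper and also ANGPTL4, DUSP6, GBP4, IER3, LIF, MMP1, TP73 and VEGFA. The literature table has 610 entries and 574 different names, of which 496 were found among the measured genes and 458 were tested. Against all 15575 tested human genes, 32.7 shared genes were expected from the list sizes, and 34 were observed (1.04-fold, Fisher's exact test, p = 0.782). With only genes higher in 3D as background the enrichment was 1.1-fold (Fisher's exact test, p = 0.517). The paper's figure gives more genes for both lists, so both overlap tests hold only for the lists as read here. Of the 458 literature genes, 106 were higher in 3D, 165 were lower and 187 did not pass (edgeR), with a median L2FC of −0.09 and a mean of 0.02, and 109 and 169 when adjusted over the list alone. As a set they did not pass (camera, tested as a family of 1 list, adjusted p = 0.192, direction lower).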

We then examined expression of these 26 genes in 3D versus 2D SiHa cell cultures. 

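All 26 genes were higher in 3D at an adjusted p under 0.05 (edgeR), and 13 had an L2FC of at least 1.5. The L2FC ran from 0.45 for RPS13 to 6.95 for SERPINB4, an inhibitor of peptidases. SERPINB4 rose from 0.28 ± 0.195 to 33.8 ± 14.6 CPM. IGFBP3, a carrier of insulin-like growth factors, rose from 186 ± 42.6 to 1450 ± 579 CPM, and NOS3, the endothelial nitric oxide synthase, from 0.267 ± 0.106 to 3.47 ± 0.793 CPM. The integrin ITGB4 rose from 10.2 ± 0.893 to 32.5 ± 6.75 CPM. As a list chosen on these samples it is no independent evidence of direction. Camera gave an adjusted p = 3.64e-21, and adjusted p = 0.0546 with an estimated correlation. SERPINB3 and SERPINB4 are close in sequence and could share reads.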

All 26 genes were significantly increased in 3D compared to conventional 2D cultures, while 13 genes exhibited a L2FC greater than 1.5 (Supplementary Table S6; Figures 3A–D). Moreover, linear model analysis revealed that the expression of these genes was significantly impacted by viral gene expression (Supplementary Table S6), suggesting that 3D cell culture systems may better recapitulate HPV-host gene regulatory dynamics. Among these genes are key players in cell cycle regulation and cancer (*CDK3* and *COL7A1*), upregulation of transmembrane receptor involved in tumorigenesis and invasiveness (*ITGB4*); (Li et al., 2017), and genes involved in inflammation and tissue remodeling (*S100A9 and PLOD1*); (Rader et al., 2008; Lim et al., 2016; Qi and Xu, 2018). 

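Of the 26 genes, edgeR called 15 as higher in 3D with E6 as covariate, 15 with E7, 16 with E2 and none with E1. DESeq2 called 17 with each of E6, E7 and E2, and also none with E1. At an unadjusted p under 0.05, 7 of the 26 were higher with E1 by edgeR and 9 by DESeq2. With the log2(CPM + 1) covariate, no gene of the 26 was called in all 5 models by either tool. A linear CPM covariate gave 1 of the 26, S100A9, by edgeR. With E1, the folds of some stayed near those without a covariate while the SE grew, as for TPI1 (L2FC 1.00, SE 0.37, against 1.03, SE 0.07) and SERPINB4 (6.71, SE 2.09, against 6.95, SE 0.39), and others fell, as PLEKHA5 (0.04, SE 0.52, against 0.71, SE 0.11) and SERPINB2 (−0.38, SE 1.31, against 1.76, SE 0.28). The lost calls do not by themselves show that E1 removes the difference. The E1 covariate also ended nearly all calls among the 15579 tested genes, as given beside the counts per model. From the linear models, the paper concludes that expression of these genes was affected by viral gene expression, and proposes that 3D culture may better represent the regulation between virus and host.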

Interestingly, S100A9 is correlated with HPV genes but also significantly expressed in our 3D-2D culture associated genes analysis, suggesting its expression appears to be independent of direct regulation by HPV16 viral genes. Further, large ribosomal subunit genes (*RPL10*, *RPL23*, *RPL13P12*, *RPL21*), small ribosomal subunit genes (*RPS27* and *RPS13*), and AP-1 transcription factors (*JUN* and *FOS*) exhibited increased expression in 3D cultures. 

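The ribosomal genes named by the paper changed by less than 1 on the log2 scale. RPS27 had an L2FC of 0.82 (SE 0.14, adjusted p = 0.000592, edgeR), RPL10 of 0.71 (SE 0.12), RPL23 of 0.61 (SE 0.09) and RPL21 of 0.55 (SE 0.12). RPL13P12, annotated as a processed copy that could share reads with RPL13, had an L2FC of 0.81 (SE 0.09). RPS13 went from 112 ± 21.7 to 152 ± 20.3 CPM (adjusted p = 0.0245) with overlapping libraries, and had adjusted p = 0.0755 without 3D replicate 1 and adjusted p = 0.0912 without 3D replicate 2 (0.00208 to 0.0912 over all settings tried). Of all 78 tested cytosolic ribosomal protein genes, 18 were higher, 6 were lower and 54 did not pass, and 16 and 6 when adjusted over the list alone. Their median L2FC was 0.13, and as a set they did not pass (camera, adjusted p = 0.22). They did without 3D replicate 3 (median 0.21, adjusted p = 0.0362) and against only the 2D libraries of 27540104 and 27625398 counts, chosen after seeing the data (median 0.32, adjusted p = 1.12e-05), while against only the other 3 the median was 0.00. The AP-1 gene JUN rose from 100 ± 6.94 to 383 ± 180 CPM and FOS from 11.2 ± 2.01 to 36.9 ± 11.7 CPM. Of 27 immediate early genes, 17 were higher, 5 were lower and 5 did not pass, and 18 and 5 when adjusted over the list alone. Camera gave them an adjusted p = 0.000354, and adjusted p = 0.259 with an estimated correlation.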

Other genes that displayed positive correlation to HPV gene expression in 3D SiHa cells included *IGFBP3*, *ANKZF1*, *CNOT2*, *ZNF385A*, *NOS3*, *ZC3H12A*, *CKMT1B*, *TINAGL1*, *GAPDH*, *TPI1*, and *PLEKHA5*.

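The ribosome quality control factor ANKZF1 rose from 21.2 ± 2.32 CPM in 2D to 95.1 ± 24.7 CPM in 3D (L2FC 2.17, SE 0.15, adjusted p = 4.76e-07, edgeR). The RNase ZC3H12A had an L2FC of 1.97 (SE 0.10), ZNF385A of 1.96 (SE 0.19), CKMT1B of 1.53 (SE 0.28) and TINAGL1 of 1.43 (SE 0.18). The glycolytic enzyme genes GAPDH and TPI1 rose from 3850 ± 283 to 9930 ± 1830 CPM and from 722 ± 42.2 to 1470 ± 25.3 CPM. PLEKHA5 and CNOT2 had smaller changes, with L2FC of 0.71 and 0.64. Each of these genes was higher in every 3D library than in every 2D library. CKMT1B has a near-identical copy and could share reads with it.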

**FIGURE 3:**
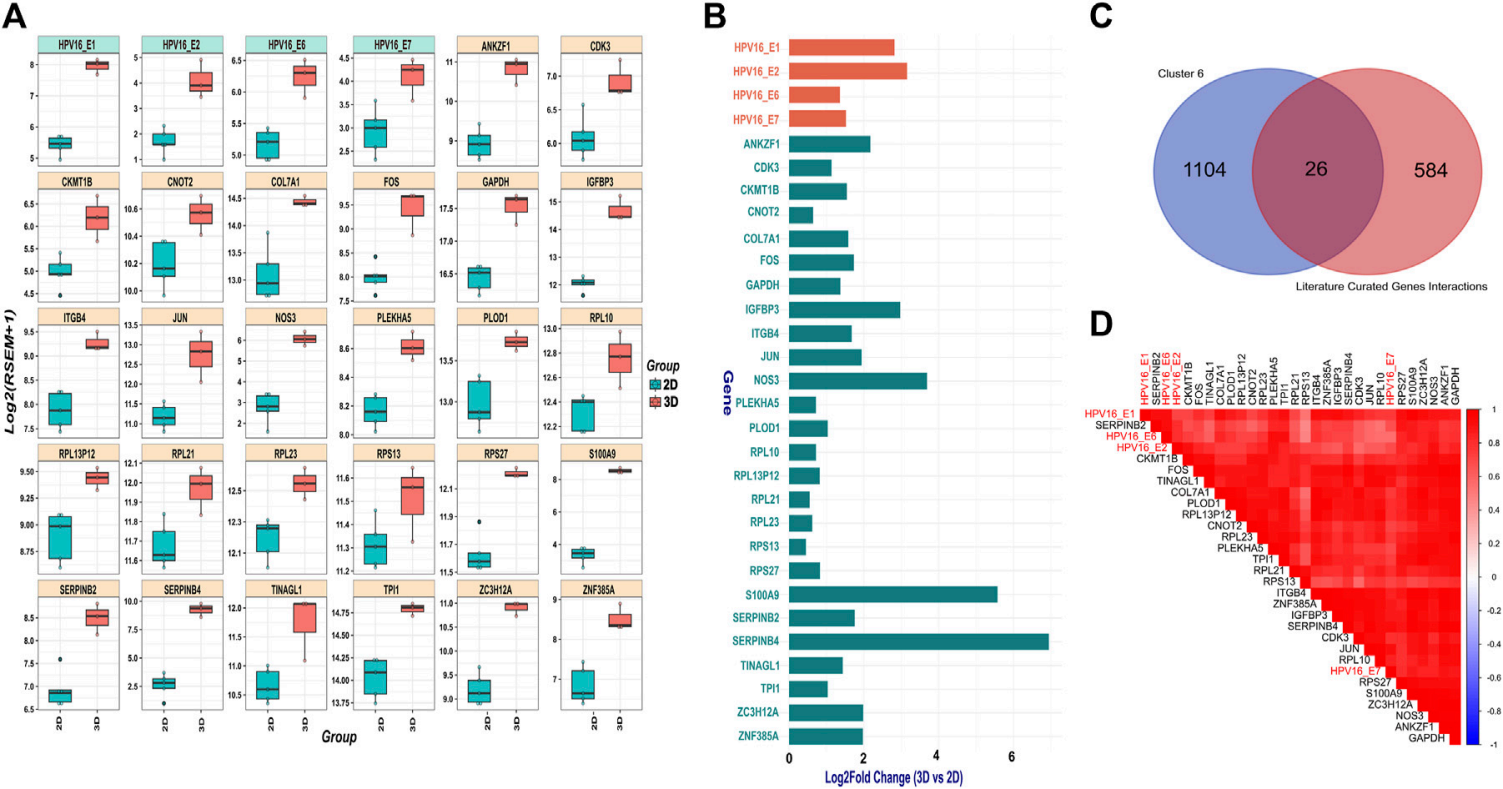
HPV gene and correlated host gene expression in 3D vs. 2D SiHa cultures **(A)** Boxplots showing distribution of 26 host genes and HPV16 gene expression across 3D and 2D SiHa cultures. **(B)** Barplot comparing L2FC in expression of the 26 DEGs correlated with HPV gene expression. **(C)** Venn diagram showing overlap of the 26 human genes identified by Pearson correlation and hierarchical clustering (*n* = 1,156) and literature-curated HPV-associated genes (*n* = 636). **(D)** Correlation plot depicting higher correlation of the 26 selected host genes with HPV16 gene expression.

### Validation of top HPV-correlated and 3D differentially expressed genes

We next sought to validate the top HPV-correlated and 3D culture-associated DE genes in an HPV45^+^, primary cervical tumor-derived cell line (MCW-3). The MCW-3 spheroids had an average diameter of 294.0 ± 7.67 µm (mean ± sd). As depicted in Figures 4, 3D MCW-3 cultures displayed significantly higher expression of *ANKZF1*, *NOS3*, *S100A9*, *SERPINB4*, *IGFBP3*, and HPV45 oncogenes, *E6* and *E7* in comparison to 2D cultures. Thus, elevated expression of these host and viral genes appears to be translatable across cervical cancer cells and different HPV types at the transcriptomics level.

**FIGURE 4:**
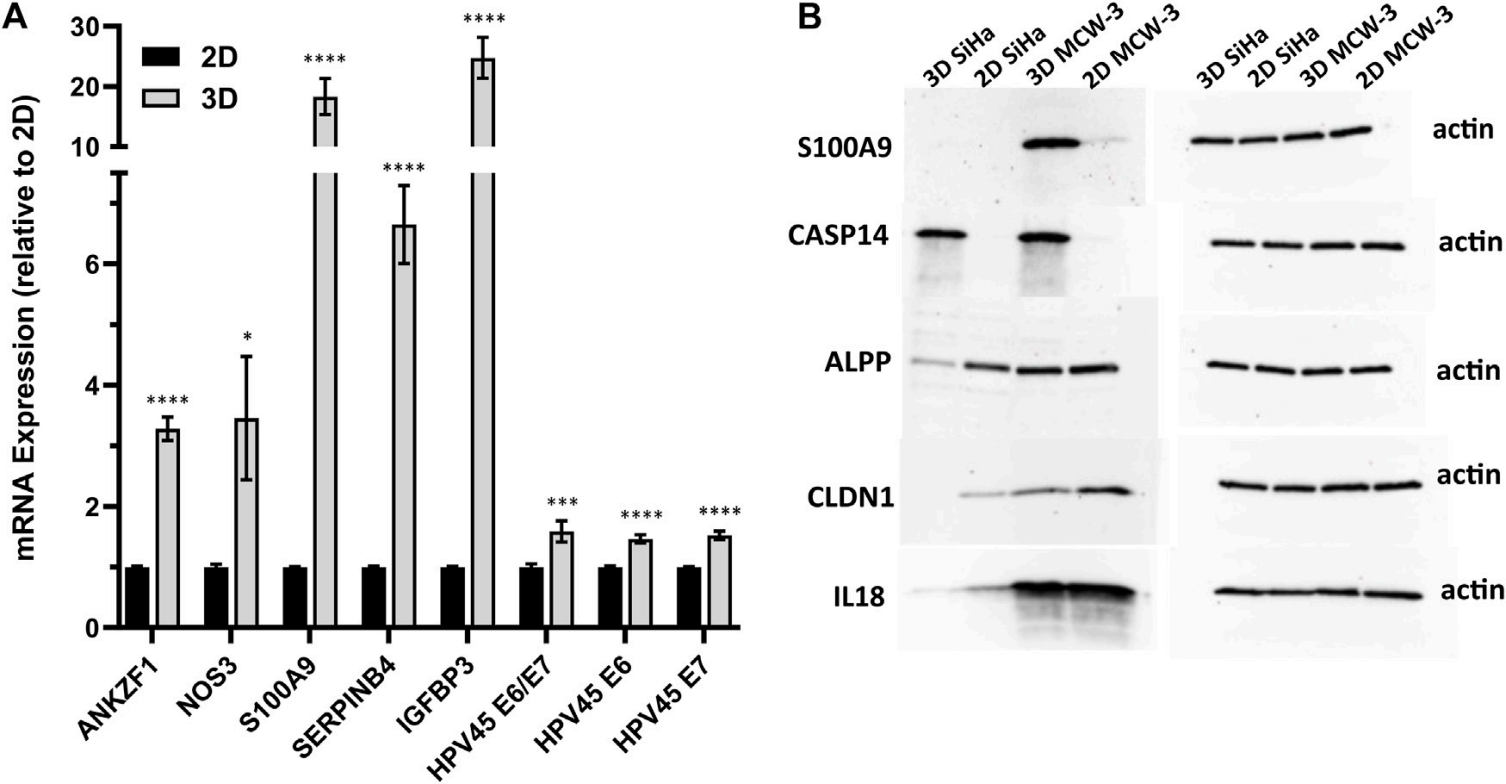
Validation of key host gene expression in 3D vs. 2D cultures. **(A)** RT-qPCR validation of top DEGs and HPV45 genes in HPV45+ primary cervical cancer cells (MCW-3) grown in 3D vs. 2D culture. Results shown as mean fold change in 3D relative to 2D (error bars: SE, *n* = 3 biological x 3 technical replicates). *p*-value < 0.01*, <0.0001***, <0.00001 ****; **(B)** Western blot analysis of HPV-independent genes, *CASP14*, *S100A9*, *ALPP*, *CLDN1*, and *IL18*, with differential expression in 2D-3D cultures.

To further validate the 3D-2D culture associated genes at the protein level, we performed Western blot analysis on a subset of top upregulated/downregulated genes: *CASP14* (Caspase 14, L2FC = 10.9), *S100A9* (S100 Calcium Binding Protein A9, 14, L2FC = 5.5), *ALPP* (Alkaline Phosphatase, Placental, L2FC = −4.0), *CLDN1* (Claudin-1, L2FC = −3.0), and *IL18* (Interleukin 18, L2FC = −2.8) (Figure 4B). Notably, *CASP14*, which exhibited significant upregulation in the 3D transcriptomic data, demonstrated consistent protein-level elevation in Western blot analysis of 3D cultures. Interestingly, although the *S100A9* gene was upregulated in the 3D SiHa transcriptomics data and the corresponding protein followed a similar pattern in MCW-3, *S100A9* protein was not detected in SiHa western blots (Figure 4B). Conversely, *ALPP*, *CLDN1*, and *IL18*, all of which were transcriptomically downregulated in 3D cultures, showed higher protein abundance in their respective 2D controls, closely mirroring mRNA expression patterns.

## Discussion

Transcriptomic analysis revealed significant differences in gene expression in 3D compared to 2D cervical cancer cell cultures, with genes associated with inflammation, immune activation, angiogenesis, hypoxia, and tissue remodeling being upregulated in 3D culture. These findings align with previous studies demonstrating similar gene expression patterns in 3D matrix cultures compared to 2D cultures (DelNero et al., 2015; Liu et al., 2021). Notably, our study highlights that even a simple spheroid model, without the use of scaffolds or matrices, can recapitulate these characteristic changes in gene expression associated with 3D tumor microenvironments. Consistent with the findings of DelNero et al. (2015), who employed alginate hydrogel scaffolds, our scaffold-free 3D spheroid model exhibited upregulation of genes associated with extracellular matrix remodeling (e.g., *MMP1*, *MMP10*, *LOX*), angiogenesis (e.g., *CXCL1*), and hypoxia response (e.g., *CA9*, *EGLN3*). This suggests that even a simple spheroid model can recapitulate gene expression patterns characteristic of the tumor microenvironment, without the need for exogenous scaffolds or matrices. 

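The matrix cross-linking enzyme LOX rose from 85.5 ± 3.21 CPM in 2D to 1410 ± 594 CPM in 3D, an L2FC of 4.05 (SE 0.20, adjusted p = 4.71e-08, edgeR). The prolyl hydroxylase EGLN3, itself induced by hypoxia, rose from 10.1 ± 2.06 to 380 ± 122 CPM, an L2FC of 5.22 (SE 0.21, adjusted p = 1.06e-08). The inhibitor of metalloproteinases TIMP1 rose from 834 ± 130 to 3130 ± 91.4 CPM.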

Genes associated with epithelial cell differentiation, tissue morphogenesis, and response to growth factors were downregulated in 3D culture relative to 2D culture. 

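Genes of epithelial differentiation went in both directions, in lists made from general knowledge that are not the paper's gene sets. Of 15 tested genes of squamous differentiation, 5 were higher in 3D, 4 were lower and 6 did not pass (edgeR), and 5 and 5 when adjusted over the list alone. The keratin gene KRT80 went from 92.7 ± 10.5 to 9.45 ± 4.75 CPM, and KRT10, EVPL and PPL had L2FC of −0.77, −0.94 and −0.53. Of 26 genes of epithelial junctions, 11 were higher and 7 lower, as when adjusted over the list alone. E-cadherin (CDH1) rose from 18.2 ± 4.66 to 144 ± 108 CPM (L2FC 2.99, and 2.25 without 3D replicate 2), while claudin 1 (CLDN1) went from 162 ± 24.2 to 20.7 ± 5.28 CPM and cingulin (CGN) from 5.78 ± 1.75 to 1.52 ± 0.403 CPM. Of 12 basal keratinocyte genes, 7 were higher and 2 lower, also when adjusted over the list alone, with the integrin ITGA6 at an L2FC of −1.15. As sets none of the 3 lists passed (camera, adjusted p of 0.17, 0.588 and 0.17), though the squamous genes did without 3D replicate 2 (adjusted p = 0.0209) or the 2D library of 22520865 counts (adjusted p = 0.0264).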

In 3D cultures, we also observed higher HPV viral gene expression. Consequently, correlation analysis was conducted to identify host genes highly correlated with HPV gene expression. The top 5 HPV-correlated human genes, which were also upregulated in the 3D environment, were further validated via RT-qPCR in a newly established, patient-derived cervical cancer cell line, confirming specific upregulation within 3D cervical cancer cultures. We also identified gene sets exhibiting significant differential expression in 3D versus 2D culture conditions, irrespective of whether the HPV16 genes (*E6*, *E7*, *E2*, *E1*) were included in the differential expressed model or not. Thus, differential expression of these genes is robust and unaffected by the presence of HPV viral gene expression.

In recent years, a transition towards adoption of 3D cell culture systems has occurred as accumulating evidence suggests they provide a more physiologically relevant representation of the TME compared to 2D monolayers, thereby yielding critical biological insights (Duval et al., 2017; Fontoura et al., 2020; Jensen and Teng, 2020; Bromma et al., 2023). The primary goal of this study was to enable systematic comparisons between the transcriptome of 3D versus traditional 2D monolayer cultures. The overall pathway analysis between 3D and 2D cultures revealed enrichment of pathways associated with pathogen-induced cytokine storm, wound healing, and the tumor microenvironment (TME). This enrichment suggests that the 3D SiHa transcriptome more closely resembles the signaling underlying inflammation, extracellular matrix (ECM) remodeling, angiogenesis, and proliferation observed in *in vivo* cervical tumors (Cook et al., 2022; Yuan et al., 2023). Higher expression of cytokines like *IL1*, *CSF2*, and *IL33*, chemokines such as *CXCL8*, matrix metalloproteinases, and immediate early genes in 3D suggests a TME in which epithelial cells interact with adjacent cells; actively sensing and responding to signals from the localized microenvironment. In support of this, previous reports have identified inflammation and immune regulators as top DEGs in 3D versus 2D cultures of epithelial ovarian cancer cell lines (Kerslake et al., 2023). Notably, key upregulated genes including *C3*, *CXCL8*, *SLPI*, *CXCL1*, *CXCL2*, *IL1B*, *CCL20*, and *CFB*, in our 3D model were also upregulated in 3D ovarian cancer cell lines (Kerslake et al., 2023). Furthermore, top structural genes such as *PI3*, *FN1*, and *MMP1* similarly exhibited increased expression in both cervical and ovarian 3D models (Kerslake et al., 2023). 

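Of the 11 genes named as shared with ovarian 3D models, all 11 were higher in 3D SiHa cultures (edgeR, median L2FC 3.15), a list the paper picked with these data in view. Camera gave an adjusted p = 2.44e-19, and adjusted p = 0.00206 with an estimated correlation. Complement C3 rose from 685 ± 215 to 2000 ± 161 CPM, the elastase inhibitor PI3 from 14.1 ± 7.64 to 118 ± 24 CPM and SLPI from 137 ± 8.73 to 483 ± 56 CPM. CXCL2 rose from 0.742 ± 0.38 to 6.53 ± 1.6 CPM. The ovarian data were not analysed here.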

The consistent enrichment of inflammatory mediators and ECM components highlights the improved ability of 3D cultures to recapitulate physiologically relevant tumor microenvironments across multiple cancer cell models.

IL-8 (*CXCL8*) is a key player in the interplay between hypoxia and dimensionality in the TME (Waugh and Wilson, 2008; DelNero et al., 2015). Additionally, elevated IL-8 levels have been linked to poorer survival in cervical cancer patients (Fujimoto et al., 2000). Clinical observations also support the notion that solid tumors exhibit heightened IL-8 signaling (Waugh and Wilson, 2008; DelNero et al., 2015). We observed higher expression of *CXCL8* in 3D cultures, suggesting culture dimensionality regulates tumor cell hypoxia response and angiogenesis. Multiple reports also suggest that IL-8 synergistically enhances *VEGF*-mediated angiogenesis (Hou et al., 2014; Perez-Gutierrez and Ferrara, 2023). 

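VEGFB, a second ligand of the VEGF family, rose from 24.4 ± 1.06 CPM in 2D to 51.5 ± 8.87 CPM in 3D. This is an L2FC of 1.08 (SE 0.10, adjusted p = 5.16e-06, edgeR), and every 3D library lay above every 2D library. VEGFC had an L2FC of 0.10 with adjusted p = 0.633.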

In our study, both *VEGFA* and *VEGFB* were upregulated in 3D cultures. Collectively, this suggests that 3D culture conditions may promote angiogenic signaling by augmenting the synergistic interplay between VEGF and IL-8 signaling.

The abundant biological processes are in consensus with the IPA results, exhibiting enrichment of pathogen-induced cytokine storm, macrophage activation, and TME pathways. Meanwhile, downregulated GO biological processes were associated with tissue development and cell differentiation, such as myofibril and cartilage development, muscle structure morphogenesis, and epithelial differentiation. IPA analysis similarly showed upregulation of tissue remodeling and wound healing pathways. Further, the abundance of molecular functions in GO aligned with the IPA results showing increased matrix metalloproteinases and cytokines involved in tissue remodeling and inflammatory signaling. The IPA analysis similarly pointed to modulation of growth factors, ECM components, and wound healing. Further in consensus with the IPA results, GO molecular function analysis demonstrated increased peptidase/protease and inflammatory signaling activities and decreased binding interactions related to structural extracellular matrix and cytoskeletal components. Collectively, these in-depth analyses offer comprehensive insight into pathways and molecular mechanisms underlying the transcriptomic differences exhibited by 3D versus 2D SiHa cell cultures.

Dysregulation of pregnancy-specific glycoproteins has been consistently linked to colorectal and breast cancers (Moore et al., 2022). In cervical cancer, the *PSG2* locus harbors copy number gain associated with increased expression in cancer compared to normal from bulk tissue biopsies (Marrero-Rodriguez et al., 2018). Further, using micro-dissected tissues from normal, precancerous, and cancerous cervix, our group has previously shown decreasing stromal cell PSG expression with increasing cervical neoplastic stages (Gius et al., 2007). Investigating the regulation of PSGs in 3D cervical cancer cell lines along with single cell expression studies could further tease out the role of PSGs and their role in immune modulation in cervical cancer.

DEGs specific to culture condition and independent of HPV demonstrated upregulated genes associated with neutrophil degranulation (*ALDOC*, *ARHGAP45*, *PECAM1*, *S100A9*, and *SLPI*) and T-cell receptor signaling (*HLA-DQB1*, *HLA-DRA*, *HLA-DRB1*), suggesting enhanced immune signaling. The increased *S100A9* expression in our 3D spheroids aligns with previous findings that tumor-infiltrating monocytes/macrophages upregulate *S100A9* in cancer cells to promote invasion and migration (Lim et al., 2016). Furthermore, the upregulation of *CXCL8* (*IL-8*) and *CXCL2* observed in our 3D spheroid cultures may contribute to the recruitment and accumulation of tumor-associated neutrophils within TME. As tumor cells create a supportive niche to promote their survival, they can trigger an inflammatory response, consequently attracting more neutrophils into the TME (Wei et al., 2021). Elevated neutrophil infiltration into primary tumors has been associated with poorer prognosis and increased resistance to drug therapies in various cancers (Arvanitakis et al., 2021; Kim et al., 2022; Tian et al., 2022). Likewise, the increased expression of HLA class II genes, which play a role in T-cell receptor signaling, has been observed across various tumor types, including cervical cancer (Esteban et al., 1990; Hilders et al., 1993). The HLA class II proteins function as regulators of immune responses by presenting antigenic peptides to CD4^+^ T cells and by controlling B-cell differentiation into antibody-producing blasts (Seliger et al., 2017). While constitutive HLA class II antigen expression has been reported to be associated with a favorable prognosis in some tumor types, such as colorectal cancer and larynx squamous cell carcinoma (Esteban et al., 1990; Lazaris et al., 1995; Kunihiro et al., 1998), it has also been associated with higher metastatic dissemination, increased tumor stage, and reduced patient survival in other malignancies, such as melanoma and cervical carcinoma (Pollack and Livingston, 1985; Hilders et al., 1993; Seliger et al., 2017). Therefore, upregulation of HLA class II genes in our SiHa 3D model may have implications for tumor progression and immune evasion. Interestingly, upstream regulator analysis predicted activation of hypoxia-related pathways in 3D spheroids, including *HIF1A* and inhibition of *EGLN1* (involved in HIF-1α degradation). The activation of HIF and inhibition of *EGLN1* suggest a more hypoxic environment in the 3D spheroids, which may better mimic the known hypoxic conditions found in HPV-related cervical cancers. This highlights the potential advantages of using 3D spheroid models to study the tumor microenvironment.

HPV16 viral genes *E1*, *E2*, *E6*, and *E7* were expressed at significantly higher levels in cell lines grown in non-scaffold 3D versus 2D cultures, using identical media. A previous report showed increased HPV *E6* and *E7* gene expression in SiHa cells grown in fibroblast embedded ESM as compared to 2D monolayer cells (De Gregorio et al., 2020), which could partially contribute to heightened immune response signaling in 3D culture conditions. In this study, we also report a list of 26 host genes strongly correlated with viral gene expression across the 2D and 3D culture conditions. These genes are key players in cell cycle regulation and cancer, including *CDK3* and *COL7A1* (Zheng et al., 2008). The HPV DNA replication protein E1 has been previously reported to serve as a substrate for CDK complexes (Ma et al., 1999). Phosphorylation of E1 by CDKs is crucial not only for effectively activating HPV replication, but also for regulating its nuclear localization to facilitate viral DNA amplification (Deng et al., 2004). Notably, our results suggest that the 3D culture model may better mimic conditions that enhance HPV gene expression, possibly due to the interaction between CDKs and the viral replication-initiation protein E1.

Two other genes highly correlated with HPV gene expression, *S100A9* and *PLOD1*, are involved in inflammation and tissue remodeling and important for tumor growth, invasion, and metastasis (Lim et al., 2016; Wang et al., 2023). The significant role of large (*RPL10*, *RPL23*, *RPL13P12*, and *RPL21*) and small (*RPS27* and *RPS13*) ribosomal proteins in translation, a fundamental process for cell growth and division, is widely recognized. Meanwhile, *E2* is well-known for its role in initiating DNA replication and regulating transcription of HPV-encoded genes, notably the *E6* and *E7* oncogenes (Evande et al., 2023). Therefore, the strong correlation between ribosomal genes and HPV genes clearly emphasizes the complexity of HPV interactions with host cellular components. As part of the AP-1 complex, transcription factors *JUN* and *FOS* regulate the expression of both HPV viral genes and many host genes implicated in cancer development (Mittal et al., 1994; Chen et al., 1995). Indeed, reports have indicated the regulation of c-jun and c-fos by HPV oncoproteins (Mittal et al., 1994; Chen et al., 1995). Expression of these HPV-correlated genes in 3D models is particularly relevant because spheroids better mimic the *in vivo* cervical TME. This 3D model may allow for more accurate representation of gene expression patterns influenced by HPV infection, such as viral-induced proliferation genes (e.g., *CDK3*, *JUN*, *FOS*; Cho et al., 2009; Morgan et al., 2021) and HPV-mediated stress response genes (e.g., *IGFBP3*, *ZC3H12A*; Baege et al., 2004; Castagnino et al., 2022). Differential expression of these HPV-correlated genes between 2D and 3D models highlights the importance of using physiologically relevant systems for understanding virus-host interactions and developing novel HPV-targeted therapeutic strategies. Using a newly developed, patient-derived cervical cancer cell line, we further validated upregulated expression of HPV *E6* and *E7* oncogenes and the top five host genes showing positive correlation with HPV gene expression identified in 3D SiHa. Among these, the *ANKZF1* gene encodes a protein that interacts with p97, a key regulator of protein quality control, cell cycle progression, autophagy, and apoptosis (Lando et al., 2009; Huang et al., 2023). Knockdown of *ANKZF1* was recently shown to inhibit proliferation, migration, and invasion of colon cancer cells (Chen et al., 2023) and its association with poor survival has been reported in colorectal cancer (Zhou et al., 2019; Sajadi et al., 2022). *S100A9* has been shown to upregulate HPV oncogene expression by binding to the viral long control region and activating the transcription factor TEAD1 (Gius et al., 2007; Rader et al., 2008; Mori et al., 2023). However, Western blot analysis revealed that S100A9 protein was only highly expressed in the MCW-3 cell line and was not detected in SiHa 3D cultures. This discrepancy suggests the possibility of post-transcriptional regulation or cell line-specific variations in expression. We also validated 3D culture upregulation of *IGFBP3*, which has been reported to dramatically increase (500-fold) during HPV-mediated immortalization of cervical epithelial cells, with high levels secreted by late passage immortalized cells (Baege et al., 2004). In cervical cells, increased *IGFBP3* expression sensitizes cells to *IGF-1*, thereby enhancing IGF signaling, DNA synthesis, and proliferation.

Further, we performed protein-level validations for 3D-2D culture associated genes (*CASP14*, *S100A9*, *ALPP, CLDN1,* and *IL18*) using Western blot. These protein-level validations largely corroborate our transcriptomic findings, except *S100A9*, reinforcing the biological relevance of the identified gene expression changes in 3D versus 2D cultures. The consistency between transcript and protein levels for most examined genes in both cell lines underscores the robustness of our 3D culture system in modeling the complexities of the TME.

Overall, our transcriptomic analysis revealed upregulation of genes associated with immune response, angiogenesis, hypoxia, and ECM remodeling in 3D cervical cancer cell cultures. Accordingly, this aligns with a more physiologically relevant TME, coupled with higher HPV viral gene expression, suggesting these 3D models better represent HPV-related cervical cancers.

## Limitations – future work

While 3D cell cultures offer a more physiologically relevant representation of epithelial architecture and signaling pathways compared to conventional 2D cultures, they still fall short of replicating the intricate complexity of the TME observed *in vivo*. Our 3D model consists solely of epithelial cells, lacking the crucial interactions with other cell types that are typically present within the TME. Future research will be invaluable for improving the 3D model by incorporating non-epithelial cell types, such as immune cells and/or fibroblasts, into organoid cultures to better simulate cellular interactions in the tumor milieu. Our intent was to identify DEGs impacted by structure and not media or matrix. However, incorporating relevant ECM components into future 3D models could further resemble the native tumor environment. Moreover, comparing transcriptomic profiles of our 3D cultures to the original patient tumor, ideally with additional replicates, could unveil genomic similarities and differences that may have been overlooked during 2D adaptation. This comparison could further validate 3D models as more faithful representations of the *in vivo* tumor.

## Conclusion

The results of this study suggest that 3D cultures are valuable systems for studying HPV-mediated carcinogenesis and genes identified may represent potential targets for therapeutic intervention. Our 3D SiHa model exhibits a transcriptomic profile consistent with HPV oncogene activation coupled to inflammation, immune activation, and tissue remodeling. This represents a significant improvement over conventional 2D cultures, which lack the complexity to appropriately model TME biology. The 3D system provides a better platform to explore HPV immune evasion mechanisms, screen antiviral therapeutics, and understand host-virus interactions underlying cervical cancer progression.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE270674.

How the deposited data were processed for this re-analysis (not part of the article)

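RNA-seq of SiHa cells was compared between 3 libraries of 3D spheroids and 5 libraries of 2D monolayers. The authors aligned reads with STAR (2.7.10b) to the human genome (hg38) joined with papillomavirus genomes and estimated expression per gene with RSEM (1.3.3). The table the authors deposited holds these estimated counts (RSEM expected counts) per gene, as whole numbers, for 30687 genes in 8 libraries. The values are not scaled for depth or gene length, and the gene annotation release is not given in the sources used here. Whether the counting used strand is not given in the sources used here, so overlapping genes on opposite strands are uncertain. Per-sample columns that were not used numbered 0. The 3D columns carry the replicate numbers of the labels, while the numbers of the 2D columns differ in part from those of the labels, so these columns are matched only to 2D as a group and are named here by their total counts. By the paper's description the 5 libraries of 2D come from 3 passages in 2 batches, with 2 passages giving 2 libraries each, but which column is which is not matched here. The tests treat libraries as independent, which overstates the evidence where libraries share a passage.

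From these counts, genes with more than 10 counts in at least 3 libraries were kept, as in the paper. The 4 HPV16 genes were kept in all cases, which was decided after the counts were seen because E2 misses this filter. Differences were tested with edgeR (4.0.16, TMM normalization, glmQLFit and glmQLFTest) in R 4.3.3, with Benjamini-Hochberg adjustment over 15579 genes. Genes were called at an adjusted p of 0.05 and, where stated, an absolute log2 fold change of at least 1.5. The standard error of a log2 fold change was computed as its absolute value divided by the square root of the F statistic. Models M2 to M5 added log2(CPM + 1) of E6, E7, E2 or E1, centred, as a covariate beside culture condition. The paper names normalized expression of the viral gene without a scale, so this scale is a choice made here. Principal components were computed on rlog values from DESeq2 (1.42.0) of the 500 genes of largest variance. Poisson dissimilarities were clustered by complete linkage.

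Total counts per library ran from 18917060 to 27625398. In a group with no count, the fold is given as a bound against a floor of 3 counts over the group. With 1 to 3 counts, a ratio with its exact 95% interval is given. These intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. Single values were compared with exact two-sided permutation tests over the 56 splits of 8 libraries into groups of 3 and 5. Libraries of one culture were compared by chi-square over genes, which gave 3.12 to 31 per degree of freedom over 13 pairs.

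The 43 gene lists were tested with camera (limma 3.58.1) with a preset correlation of 0.01 and with an estimated correlation, and Benjamini-Hochberg adjustment over the lists. They comprise 8 lists of genes named by the paper, whose members were chosen by the paper on these samples, and lists from general knowledge. The supplementary tables of the paper had been read when the lists were written. Named genes are those in the paper's text, the HPV16 genes, the 10 genes with the largest change in each direction among those with at least 50 mean normalized counts and no overlap between cultures, up to 4 members of each list with the largest change, and the genes around the HPV16 integration site. Further members of lists, and genes called in all 5 models, were named as examples after their values were seen: ACTB, ADM, BNIP3, CCN1, CD3E, CDKN1A, CIITA, COL12A1, CRIM1, EDN1, EFNA1, EVPL, FCER1G, FGF2, FHL1, KRT10, LAMA4, LCN2, MB, MDM2, ME1, MS4A1, NDRG1, NID1, P4HA1, PDGFA, PFKM, PPL, PTPRC, TES, THBS1, TPM1, VEGFC and VGLL3. Coordinates and exon numbers are those of a GRCh38 annotation, which can differ from those of the table.

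Alternatives set before the data were examined were DESeq2's Wald test, DESeq2 size factors in edgeR, no filter on low counts, filterByExpr, leaving out each library in turn, a test against a 1.5-fold limit (glmTreat), an estimated correlation in camera, a linear viral covariate, no fold limit in the 5 models, a pseudocount of 0.5, log2(CPM + 1) values or all genes in the principal components, and another background for the overlap of gene tables. Chosen after seeing the data were a filter of 10 or more counts, libraries thinned at random to 18917060 counts, and 3D against only the 2D libraries of 27540104 and 27625398 counts or only the other 3 of 2D. The edgeR and DESeq2 comparisons, the edgeR models with E1 and with E7, and camera were tested on simulated counts, in which edgeR without a covariate found 97% of genes changed by a log2 of 1 and 98.5% of those changed by 1.5 among 15579 genes, and called 0.0975% of unchanged genes. Analyses that need the passage, batch or replicate number of a 2D library were not run. Shares or correlations of viral and human genes across libraries were not computed, since the cultures form separate clusters of fewer than 6 libraries. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. LINC00393 was not analysed here. The qPCR and protein measurements of the paper were not used here.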

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

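None of the tests in this part was chosen only after the result was seen. Among genes outside those the paper discusses, targets of p53, the tumor suppressor protein that HPV16 E6 leads to degradation, were lower in 3D. Of 34 tested targets, 27 were lower and none was higher at an adjusted p under 0.05 (edgeR), and 29 were lower when adjusted over the list alone. None was higher at an unadjusted p under 0.05 or by DESeq2, which called 28 lower. The median log2 fold change was −0.72 and stood apart from all other genes (camera, adjusted p = 8.82e-16, and adjusted p = 0.0163 with an estimated correlation). SPATA18, GADD45A, PHLDA3 and BTG2 had log2 fold changes of −2.37, −2.11, −1.78 and −1.55. The ubiquitin ligase gene MDM2 went from 106 ± 6.48 to 51 ± 5.49 CPM, and the cell cycle inhibitor gene CDKN1A from 677 ± 18.7 to 483 ± 56 CPM (SD, 5 libraries of 2D and 3 of 3D).

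Targets of YAP and TEAD, which respond to cell spreading and tension, were also lower in 3D, in a list the paper does not discuss. Of 31 tested targets, 23 were lower and 3 higher (edgeR), with the same counts when adjusted over the list alone. The median log2 fold change was −1.04 (camera, adjusted p = 8.68e-16, and adjusted p = 0.00179 with an estimated correlation). ANKRD1 had a log2 fold change of −4.92, VGLL3 of −2.71, CCN1 of −2.18 and CRIM1 of −2.06. Among the higher members were NT5E (3.16) and IGFBP3 (2.97).

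In a check of 29 measures over the 5 libraries of 2D, 2 had 1 library far from the others, where chance gives about 1 in 20. HPV16 E6 stood at 2.14 CPM in the 2D library of 19694473 counts against 1.303 to 1.489 CPM in the others, a gap of 0.778 of the range where 0.71 is the limit. CSF3 stood at 0.143 CPM in the 2D library of 27625398 counts against 0.0448 to 0.0724 CPM in the others, a gap of 0.719 of the range.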

How the results depend on the processing

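Tests chosen only after the result was seen were a filter of 10 or more counts, libraries thinned to equal depth, and 3D against only the 2D libraries of 27540104 and 27625398 counts or only the other 3. The numbers of genes higher and lower in 3D (767 and 327) stayed within 1.5 times under DESeq2 (769 and 324), DESeq2 size factors, no filter on low counts, filterByExpr, the filter of 10 or more counts, thinning and leave-one-out (578 to 795 higher and 305 to 381 lower). A test against a 1.5-fold limit (glmTreat) gave 1200 higher and 703 lower, since its limit is below a log2 of 1.5. Against the 2D libraries of 27540104 and 27625398 counts alone, with 5 libraries in the fit, 190 genes were lower, and at any fold 2421 were higher and 2568 lower. Of the PSG genes 0 were called there, since a gene near 0 in 3D cannot then exceed 10 counts in 3 libraries. Of 43 gene lists, camera called 30, and 14 with an estimated correlation (28 to 33 under the other planned settings). The numbers of genes called in all 5 models (4 higher and 1 lower) moved most: DESeq2 gave 71 and 25, no filter on low counts 43 and 16, a linear CPM covariate 31 and 6, libraries thinned to equal depth 1 and 0, and leave-one-out 0 to 31 and 0 to 7. Of the 26 HPV-correlated genes none was called in all 5 models except 1 with the linear CPM covariate. HPV16 E1, E2 and E6 kept direction and call under every setting run. The call of E7 was lost without 3D replicate 2 (log2 fold change 1.26, adjusted p = 0.0612) and against the 3 shallower 2D libraries (1.26, adjusted p = 0.0656), with leave-one-out from 1.26 to 1.80. The share of variance on the first principal component was 92.3% with log2(CPM + 1) values, 81.9% over all genes kept by the filter and 93% to 95% under leave-one-out. The overlap of the cluster 6 and literature tables was 1.04 times that expected by chance, and 1.1 times with the other background. For these moves, apart from those whose construction is given, the cause was not tested. Of 3264 comparisons for 210 named genes, 3212 kept direction and side of the threshold, 41 lost the call, 7 gained it and 4 changed sign. All 4 were BORA, at −0.00 with no filter on low counts and −0.01 to 0.16 under leave-one-out, and not called in any of them. Of 747 comparisons for 44 gene lists, 702 were the same, 32 lost the call and 12 gained it. The median of cytosolic ribosomal proteins reversed to 0.00 against the 3 shallower 2D libraries and was 0.32 with a call against the 2 deeper ones (adjusted p = 1.12e-05). No paired analysis was possible because the numbers of the 2D columns differ in part from those of the labels, so no 2D column is matched to a label. For the same reason sums of 2D libraries of a passage, 3D against each 2D batch, a replicate block, and 2D batch 1 against 2D batch 2 were not run. By Poisson dissimilarity the 2D libraries of 27540104 and 27625398 counts lay near each other (1070), as did the other 3 (723 to 1040), against 1710 to 2200 between these groups. Whether the groups are the paper's batches is not known here. The paper names the 2D library it left out, and the column numbers have a gap at its place in the paper's order. A match of columns to batches by that order was not used here. Low counts limit the viral genes and the PSG genes: the 4 HPV16 genes together had 69 to 99 counts per 2D library, and genes with no count in a culture have only a bound on their fold.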

Differences from the paper's values

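None of the settings below was chosen only after the result was seen. The paper gives 79 genes called in all 5 models, 57 higher and 22 lower in 3D. With edgeR and log2(CPM + 1) of the viral gene as covariate, 5 were called here, 4 higher and 1 lower, at the same limits on adjusted p and fold. Among the alternatives set before the data were examined, 2 came within 1.5 times the paper's values: DESeq2's Wald test, the tool named in the paper's methods, gave 96 (71 higher and 25 lower), of which 77 are in the paper's Table S5, and edgeR with no filter on low counts gave 59 (43 and 16), of which 53 are in it. Outside that range lay DESeq2 size factors in edgeR with 4 (3 and 1), filterByExpr with 5 (4 and 1), a linear CPM covariate with 37 (31 and 6), no limit on the fold change with 5 (4 and 1), and leaving out each library in turn with 0 to 38 (0 to 31 and 0 to 7). Of 43 values of the paper compared, these 3 differ, where counts and shares were taken to differ beyond 1.5 times. Of the 27 log2 fold changes compared, none had another sign or lay further off than the larger standard error, but 11 of them are given here as bounds, which a larger fold in the paper cannot contradict. CA9 had a log2 fold change of 11.28 here and 11.39 in the paper.

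The paper names KISS1R, HLA-DQB1, CARMIL2, CPA4, CLDN1 and IL18 among the leading genes of all 5 models. With the E1 covariate, edgeR gave them adjusted p between 0.0937 and 0.227. IL18 also missed the threshold with the E2 covariate (log2 fold change −1.79, SE 0.56, adjusted p = 0.0538, edgeR). Each of these genes was called in all 5 models by DESeq2 and by edgeR with no filter on low counts. With a linear CPM covariate KISS1R, HLA-DQB1, CPA4 and IL18 were called, without 3D replicate 2 HLA-DQB1, CPA4 and CLDN1, without 3D replicate 3 IL18, and without the 2D library of 22520865 counts CARMIL2. CA9, CASP14, AL109615.2 and ALPP were called here as in the paper. For S100A9, which the paper also places in that set, the culture term had an adjusted p = 0.282 in the E1 model by edgeR and 0.0871 by DESeq2, and the gene was called in all 5 models only with the linear CPM covariate. Of the other genes named for immune processes, ALDOC, SLPI, PDK1, HLA-DRA and HLA-DRB1 were called in all 5 models by DESeq2 and with no filter on low counts, and ARHGAP45 and PECAM1 by DESeq2 alone.

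The paper names PSG2 and COL9A2 among changed genes, and both missed the filter of more than 10 counts in 3 libraries here. PSG2 was lower with no filter on low counts (adjusted p = 0.00138), and COL9A2 was higher there (adjusted p = 0.0108) and with filterByExpr (adjusted p = 0.00631). The paper takes 26 genes as common to the cluster 6 and literature tables, and 34 names were in both tables as read here. The paper's figure gives more genes for both lists than the tables read here hold, so the overlap test here holds for these tables alone. The 1130 entries of the cluster 6 table hold 1126 human genes and the 4 viral genes. The paper states that genes of epithelial differentiation were lower in 3D. Of 15 tested genes of squamous differentiation, a list that is not the paper's, 5 were higher and 4 lower here (edgeR; 5 and 5 when adjusted over the list alone).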

Other observations

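The tests of counting noise in the ratio of E1 to E6, of immune cells and of a general interferon response, and the comparisons with only some of the 2D libraries by depth, were chosen only after the result was seen. Nuclear-encoded genes of oxidative phosphorylation were lower in 3D by small amounts. Of 57 tested, 36 were lower and none was higher (edgeR; 38 lower when adjusted over the list alone, and none higher at an unadjusted p under 0.05 or by DESeq2), with a median log2 fold change of −0.35. CYC1, ATP5MC1 and NDUFA4 fell from 320 ± 8.99 to 165 ± 19.4 CPM, from 38.8 ± 5.48 to 20.7 ± 1.45 CPM and from 111 ± 8.35 to 59.4 ± 8.97 CPM (SD, 5 libraries of 2D and 3 of 3D). The set was called (camera, adjusted p = 4.37e-06), though not with an estimated correlation (adjusted p = 0.445). Of 13 mitochondrially encoded genes, 4 were higher, also when adjusted over the list alone, and none was lower by edgeR (1 at an unadjusted p under 0.05, and 1 by DESeq2). MT-CO2 had a log2 fold change of 0.58, and the calls of MT-CO1, MT-CO3 and MT-CYB were lost without 3D replicate 2 (adjusted p of 0.0822, 0.0636 and 0.0566). Against only the 2D libraries of 27540104 and 27625398 counts all 4 calls were lost (adjusted p of 0.0628 for MT-CO2, 0.131 for MT-CO1, 0.0938 for MT-CO3 and 0.0944 for MT-CYB). The log2 fold changes there were 0.60, 0.48, 0.59 and 0.58 in the same order, with SE of 0.21 to 0.24. That of MT-CO2 thus did not fall. Their median was 0.27 (0.11 without 3D replicate 2), and as a set they did not pass (camera, adjusted p = 0.245). Mitochondrially encoded genes took 3.3% to 4.14% of counts in 3D libraries and 1.95% to 3.19% in 2D, and 19753 to 20447 genes were detected in 3D against 20813 to 21739 in 2D. Whether RNA or cell quality differed between the cultures was not tested, and it stays open for these genes and for the nuclear-retained RNAs below.

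Genes of cholesterol and sterol synthesis leaned higher in 3D, with 15 of 23 tested higher and 1 lower (edgeR; 16 and 1 when adjusted over the list alone; median log2 fold change 0.29, and 0.18 without 3D replicate 3). INSIG1, which holds back sterol synthesis, rose from 63.8 ± 3.87 to 387 ± 59.5 CPM. The lower gene, SC5D, had a log2 fold change of −0.90. For these genes as a set camera gave an adjusted p = 0.00132, and adjusted p = 0.439 with an estimated correlation. Among 17 genes of fatty acid synthesis and storage 6 were higher and 5 lower, the same counts as when adjusted over the list alone. The lipid droplet genes PLIN2 and HILPDA rose from 37.7 ± 2.99 to 677 ± 184 CPM and from 10.3 ± 0.466 to 83 ± 25.1 CPM, SCD had a log2 fold change of 2.10, and ME1 of −1.16. This set too was called (camera, adjusted p = 0.00149), but not with an estimated correlation (adjusted p = 0.0941).

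Of 24 genes of the unfolded protein response 11 were higher and 1, ATF3, was lower (edgeR; the same when adjusted over the list alone), with TRIB3 and HSP90B1 at log2 fold changes of 1.81 and 1.21. Its set call (camera, adjusted p = 0.0281) was lost with an estimated correlation (adjusted p = 0.536), without 3D replicate 1 (adjusted p = 0.0702) or 2 (adjusted p = 0.0626), without the 2D library of 27540104 counts (adjusted p = 0.053) and against only the 3 shallower 2D libraries (adjusted p = 0.113). Of 7 nuclear-retained long RNAs, 5 were higher and 1, PVT1, was lower, also when adjusted over the list alone. MALAT1 rose from 114 ± 46.5 to 1250 ± 235 CPM and NEAT1 had a log2 fold change of 0.94, while the set did not pass (camera, adjusted p = 0.144), but it did with no filter on low counts (adjusted p = 0.043), without the 2D library of 27540104 counts (adjusted p = 0.0465) and against only the 3 shallower 2D libraries (adjusted p = 0.00913). Of 15 genes of mesenchymal transition 7 were higher and 4 lower, with SNAI2 at −1.65 and FOXC2 at 1.42 (camera, adjusted p = 0.538). Of 6 tested fibroblast markers 3 were higher, with DCN at 2.92 (camera, adjusted p = 0.352). PECAM1 was the 1 higher gene of 3 tested endothelial markers (camera, adjusted p = 0.114). The counts of these 3 lists were the same when adjusted over the list alone.

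The 8 libraries were split in all 56 ways into groups of 3 and 5. Counts were taken for the genes higher (767) and lower (327), and the genes higher (3739) and lower (3853) at any fold. They were also taken for the genes higher (4) and lower (1) in all 5 models, the PSG genes lower (4) and the literature genes higher (106). For each, the split by culture alone reached its count (1 of 56), and the highest count of any other split was 0. Every other split puts 3D and 2D libraries in one group, and the spread this adds can hold its count at 0. The splits thus show that the grouping by culture stands apart, not how many genes chance would call. Libraries are taken as exchangeable, which 2D libraries of a shared passage may not be. For the counts in all 5 models the result of the splits holds for the 8 libraries together. Both counts were 0 without 3D replicate 1, and the lower count was 0 without the 2D library of 27625398 or 19694473 counts. For the literature genes the result of the splits bears on the libraries and not on the list, since 23.1% of the listed genes were higher against 24% of all. For the 26 HPV-correlated genes in all 5 models the count by culture was 0, which 56 of 56 splits reach by construction (highest other 0), so the splits decide nothing there. For the gene lists called by camera, 5 of 56 splits gave 30 or more, with up to 31 when the 2D library of 27540104 counts was grouped with 3D replicates 2 and 3. Chance cannot be excluded for that number. The splits that reached it also keep most of the 3D libraries apart from most of 2D, so they do not tell chance from culture, and they do not bear on the single lists.

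With E1 as covariate edgeR called 5 genes, which sets the number called in all 5 models. In its place, 40 human genes were drawn at random as covariates from 428 whose squared correlation with culture lay within 0.01 of that of E1 (0.957). Of these, 17.5% gave 5 or fewer called genes, in a range of 2 to 470 with a 5th percentile of 4.85, so near-collinearity with culture may account for the low number, by a narrow margin. Whether E1 expression accounts for the differences between cultures more than other genes do stays open, since its count lies below the median of 16 but not below the 5th percentile.

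HPV16 E1 rose more than E6 between 2D and 3D, with a ratio of E1 to E6 counts of 0.975 to 1.48 in 2D libraries and 2.63 to 4.41 in 3D libraries. Counting noise at low viral counts is argued against, since every 3D library lay above every 2D library (exact two-sided permutation test, p = 0.0179, the smallest that 3 against 5 allow). Genomic DNA in the 3D RNA would raise silent genes as well, but 54 olfactory receptor genes gained on average only 0.282% of the gain of E1 per kilobase (upper limit 0.768%), and 34 of them had no count in 3D. The culture condition itself and batch stay open, since the paper names no batch for the 3D cultures.

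MHC class II genes rose in 3D with a median log2 fold change of 4.12 (lower quartile 3.19). A general interferon response of the same size is argued against, since 40 interferon-stimulated genes had a median of 0.37 and an upper quartile of 0.71, but GBP5 (2.94), ISG20 (2.44), GBP4 (2.18) and OASL (1.62) rose among them, so a response of some of these genes stays open. Immune cells that express PTPRC, MS4A1 or FCER1G are argued against as the source, since these genes had 0 counts in all 3D libraries. CD3E had at most 2 there, few beside HLA-DRA (529 to 780) and CD74 (1122 to 1335). The test as set cannot decide on immune cells, since HLA-DRA lay below the level that the prediction had set for excluding them. CD14 and CD68 were higher in 3D, though they already stood at 45.1 and 33.1 CPM in 2D. LYZ reached 11 counts in a 3D library against at most 2 in 2D, so by these counts alone other immune cells stay open. The paper describes its 3D model as made of epithelial cells only, so the design names no source of immune cells. The culture condition itself and batch stay open too, and were not tested here.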
